# A single-cell transcriptomic atlas characterizes the silk-producing organ in the silkworm

**DOI:** 10.1038/s41467-022-31003-1

**Published:** 2022-06-09

**Authors:** Yan Ma, Wenhui Zeng, Yongbing Ba, Qin Luo, Yao Ou, Rongpeng Liu, Jingwen Ma, Yiyun Tang, Jie Hu, Haomiao Wang, Xuan Tang, Yuanyuan Mu, Qingjun Li, Yuqin Chen, Yiting Ran, Zhonghuai Xiang, Hanfu Xu

**Keywords:** Transcriptomics, RNA sequencing, Entomology, RNA sequencing

## Abstract

The silk gland of the domesticated silkworm *Bombyx mori*, is a remarkable organ that produces vast amounts of silk with exceptional properties. Little is known about which silk gland cells execute silk protein synthesis and its precise spatiotemporal control. Here, we use single-cell RNA sequencing to build a comprehensive cell atlas of the silkworm silk gland, consisting of 14,972 high-quality cells representing 10 distinct cell types, in three early developmental stages. We annotate all 10 cell types and determine their distributions in each region of the silk gland. Additionally, we decode the developmental trajectory and gene expression status of silk gland cells. Finally, we discover marker genes involved in the regulation of silk gland development and silk protein synthesis. Altogether, this work reveals the heterogeneity of silkworm silk gland cells and their gene expression dynamics, affording a deeper understanding of silk-producing organs at the single-cell level.

## Abstract (web summary)

The molecular underpinning of silk-producing organs is not well characterized. Here the authors use single-cell RNA sequencing to build an atlas of the silkworm silk gland and reveal the heterogeneity of silk gland cells.

## Introduction

Silk is one of the most extraordinary protein materials in nature and is produced by animals with specialized silk-producing organs. At least 140,000 species, including 113,000 insects and 30,000 spiders, have been shown to secrete silk proteins for purposes such as nest construction, defense, and hunting^1–3^. Most attractively, natural silks (e.g., silkworm silk, spider silk and bagworm silk) have unique properties that are not surpassed by artificial or synthetic textile fibers^4–6^, including impressive mechanical properties, biocompatibility, and biodegradability, and they have attracted great interest as green biomaterials. Nevertheless, most silk-producing animals, except domesticated silkworms (*Bombyx mori*) cannot be used to produce silk at a commercial scale due to challenges associated with breeding or minuscule silk yields^7,8^. In addition, how silk is precisely synthesized by organs and how silk properties are determined at the molecular level remain obscure. Answering these questions is of great significance to allow humans to better understand and utilize natural silk.

*B. mori* is an economically important insect known for its production of vast amounts of silk. Silkworm silk has been used commercially in textile production for centuries and in biomedical sutures for decades^9^. The silk gland (SG) of *B. mori* is a distinctive organ that synthesizes and secretes the proteins fibroin and sericin, two major components of cocoon silk. The SG is a paired structure that is often divided into three physiologically distinct regions: the anterior silk gland (ASG, consisting of 350 × 2 cells), the middle silk gland (MSG, consisting of 255 × 2 cells), and the posterior silk gland (PSG, consisting of 520 × 2 cells)^10^. Silk fibroin, which is synthesized in the PSG, is transported to the MSG, where it is covered by sericin and then transported to the ASG, the silk protein-processing channel that turns the silk protein complex into liquid silk fiber and spins the silk^11^. Notably, mitotic division of SG cells ceases after stage 25 (6 days post-egg laying)^12^, indicating that the SG has completed morphogenesis at this stage. After this time point, the organ size of the SG increases only through an increase in cell volume caused by chromosomal endoreduplication^13^. Surprisingly, in addition to spinning vast amounts of cocoon silk at the final larval instar, *B. mori* also produces a small amount of silk with excellent mechanical properties when newly hatched (day 1 of the first instar, 1L1D) and as a premolting larva^14^. As an organ with remarkable characteristics, the SG of *B. mori* has emerged as a valuable research model for uncovering the mysteries of silk-producing organs, such as how the SG develops, how silk protein is synthesized, and how silk properties are determined. Although previous studies have facilitated our understanding of the SG, little is known about the molecular underpinnings of SG cells, such as the cell types in the SG and their biological functions, cell states at different developmental stages, and gene expression profiles at the single-cell level. Hence, it is important to prospectively characterize the molecular signatures of the SG at single-cell resolution.

In this work, we used single-cell RNA sequencing (scRNA-seq)^15^ to detail the development of the *B. mori* SG at early stages (Fig. 1), including the 8 days post-egg laying (E8D) stage that represents the embryonic stage after the complete formation of silk gland; the 1L1D, the first day of larvae, at which the silkworm secretes silk with excellent mechanical properties; and the first larval molting (1LM), a period in which silkworm larvae are undergoing the first organ renewal. By sequencing the cells dissociated from the SG at three representative stages, we built a comprehensive cell atlas of the *B. mori* SG with 14,972 single-cell transcriptional profiles that define 10 distinct cell types. We identified cell-type-specific marker genes, annotated the cell type distributions in each region of the SG, and decoded the developmental trajectories and gene-switch status of the SG cells, which revealed the diversity of SG cells and provided insights into the regulation of SG development and silk protein synthesis. This single-cell atlas of the *B. mori* SG provides a valuable resource for better understanding the molecular features of silk-producing organs at the single-cell level.

**Fig. 1:**
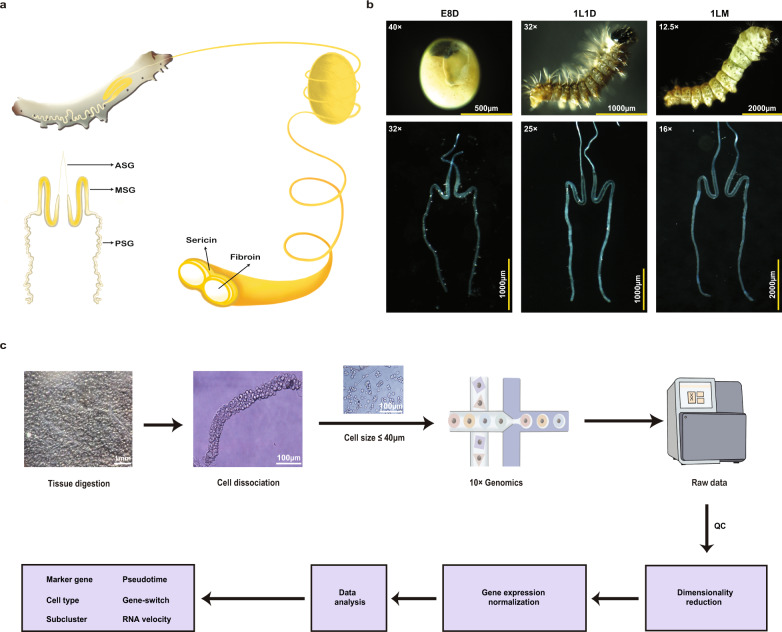
Workflow of the scRNA-seq analysis of silkworm silk glands. **a** Schematic diagram of the silkworm larva, silk gland, and cocoon silk. The anterior silk gland (ASG) is a processing lumen of liquid silk protein, the middle silk gland (MSG) is responsible for producing silk sericin protein, and the posterior silk gland (PSG) is responsible for producing silk fibroin protein. **b** Silk glands at three developmental stages used for the scRNA-seq analysis. Images show the developing embryo and larvae and corresponding silk glands. E8D, 8 days post-egg laying; 1L1D, day 1 of the first instar; 1LM, the first larval molting. **c** Schematic diagram of sample preparation and workflow of data analysis.

## Results

### Cell type composition of the *B. mori* SG

*B. mori* developed at E8D, 1L1D, and 1LM were selected for SG sampling. Collecting SGs from these early developmental stages was very challenging. Nevertheless, we finally harvested ~2000 intact SGs for each sample, thereby ensuring the success of subsequent cell dissociation and scRNA-seq analysis using the 10× Genomics platform. 

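One library was sequenced at each of the 3 stages, from about 2000 pooled silk glands per library, so there were no replicates and a difference between stages cannot be told apart from a difference between libraries. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger 3.1.0 against the assembly ASM15162v1 and deposited these counts without normalization, for the barcodes that Cell Ranger kept as cells. The tables cover the same genes and hold 5351 barcodes with 12579661 UMIs for E8D, 6000 barcodes with 32588033 UMIs for 1L1D, and 7513 barcodes with 16578633 UMIs for 1LM. The deposited tables carry no cell type labels. Cells that passed the quality control were therefore clustered again, with the libraries joined by mutual nearest neighbours on 30 principal components of 2000 variable genes and with Leiden clustering at resolution 0.8. Each cluster was named from the markers of the paper's 10 cell types, without the silk protein genes, and the names carry "-like" for this reason. The paper picked these markers from the same libraries, and differences from its clusters may come from the rebuilt names. Beyond the filter on the ratio of UMIs to genes, which the paper applies against likely multiplets, no doublets were removed. The PSG-like class joins the FPS-, DRR- and FPC-like cells, the MSG-like class the SPS-, ERSS- and SPC-like cells, and the ASG-like class the LSF-, ECR-, CM- and TR-like cells. Expression in a group of cells is given as CPM, the UMIs of the gene scaled to 1000000 UMIs of the group, and ratios as log2 with 95% intervals in parentheses, exact Poisson for CPM, exact binomial for ratios and Clopper-Pearson for shares. These intervals cover counting error only. Deep cells weigh most in the CPM of a class, and the types in a class differ between stages. Its ratios between stages therefore also compare cell types. A ratio counts as a difference where it is at least 2-fold and its interval leaves out 0 on the log2 scale. The paper's limit for differential genes was lower and applied to normalized values of single cells. A ratio short of 2-fold therefore does not speak against a gene that the paper lists. Cell types are compared with the other cells of the same library. The paper called its markers over the 3 libraries, so the ratios were also taken to the other cells of all 3 libraries, an alternative chosen after the data were seen, which lets differences between libraries into the ratio.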

After strict quality control filtering, a total of 14,972 high-quality cells were used for subsequent cell clustering and annotation. 

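The filters stated in the paper, a ratio of UMIs to genes within 2 SD of the library's mean and at most 30% mitochondrial UMIs, kept 16344 of the 18864 deposited barcodes, of which 4880 were from E8D, 4339 from 1L1D, and 7125 from 1LM. The filter on the ratio removed 196, 370, and 381 barcodes in the same order, all above the mean. More than 30% mitochondrial UMIs were found in 278 barcodes of E8D, 1292 of 1L1D, and 7 of 1LM. The kept cells had a median of 738, 1845, and 1465 UMIs. With a limit of 20% mitochondrial UMIs, the number of cells kept by the QC, 1L1D, moved most, to 2842.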

We aligned cells from E8D, 1L1D, and 1LM and clustered them using the *FindClusters* function in Seurat to catalog the cell types in the *B. mori* SG^16^. Overall, 10 distinct clusters (“cluster” is abbreviated as C hereafter) were classified and visualized using the uniform manifold approximation and projection (UMAP) algorithm (Fig. 2a). 

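The clustering gave 14 clusters, of which 12 received a name and covered all 10 cell types. The other 2394 cells lay in the unnamed clusters 5 and 10. Cluster 5 was led by P25, Fib-l and FIBH, and its FPS markers were only 0.14 (log2, median over the markers) above the other cells, short of the 2-fold required for the name. Cluster 10 had high CM markers (4.07), but its leading genes included 2 markers of PSG cell types and none of ASG cell types. Clusters mostly from one library may reflect that library rather than a cell type. Such were the DRR-like cluster (94.1% of its cells from 1LM), the ERSS-like cluster (94.1% from E8D), and the ECR-like (99.8%), FPC-like (91.8%) and CM-like clusters (100%) from 1LM, the smaller FPS-like cluster (98.1% from E8D), the smaller SPS-like cluster (95.5% from 1L1D), and the unnamed cluster 10 (99.6% from 1LM). The TR-like cluster (87.9% from 1L1D) and the larger FPS-like cluster (80.6% from E8D) were less pure. Across the alternative clusterings, between 12 and 22 clusters were found, and each alternative again held all 10 cell types.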

The cell number, proportion and genes detected in each cell type were counted. 

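A median of 268, 446, and 682 genes per cell were detected at E8D, 1L1D, and 1LM over all kept cells. After thinning to 1000 UMIs per cell, which left out 3418, 0, and 1743 shallower cells, the medians were 351, 297, and 525 genes. Thinning to 2000 UMIs moved these values most, to 604.5, 490.5, and 825 genes, with 1LM highest and 1L1D lowest at each number of UMIs tried.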

Interestingly, C1, 3, 4, and 6 were dominant in E8D (accounting for 49.08%, 14.27%, 9.9% and 23.07%, respectively); C1, 3, 4, and 9 were dominant in 1L1D (35.34%, 24.37%, 26.62%, and 8.37%, respectively); and C1, 2, 3, 5, 7, and 8 were dominant in 1LM (11.38%, 34.85%, 11.38%, 20.98%, 10.76%, and 7.75%, respectively) (Fig. 2b). 

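At E8D, the FPS-like cells made up 36.4% (35.0 to 37.7) of the 4880 kept cells, SPS-like cells 7.81% (7.07 to 8.60), LSF-like cells 9.57% (8.76 to 10.4), and ERSS-like cells 42.2% (40.8 to 43.6). At 1L1D, the shares of the 4339 kept cells were 7.77% (6.99 to 8.60) for FPS-like, 20.2% (19.0 to 21.5) for SPS-like, 26.6% (25.3 to 28.0) for LSF-like, and 13.3% (12.3 to 14.3) for TR-like cells. At 1LM, FPS-like cells made up 0.632% (0.461 to 0.844), DRR-like cells 33.4% (32.3 to 34.5), SPS-like cells 11.1% (10.4 to 11.9), ECR-like cells 18.9% (18.0 to 19.8), FPC-like cells 10.6% (9.86 to 11.3), and CM-like cells 3.12% (2.72 to 3.55) of the 7125 kept cells. The unnamed cluster 5, led by fibroin genes, held 1.68% (1.34 to 2.08), 23.6% (22.4 to 24.9), and 10.8% (10.1 to 11.5) of the cells at the 3 stages, and the unnamed cluster 10 held 7.24% (6.65 to 7.87) at 1LM. These shares depend on genes that define the clusters and that themselves differ between stages.

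**Figure D1:**
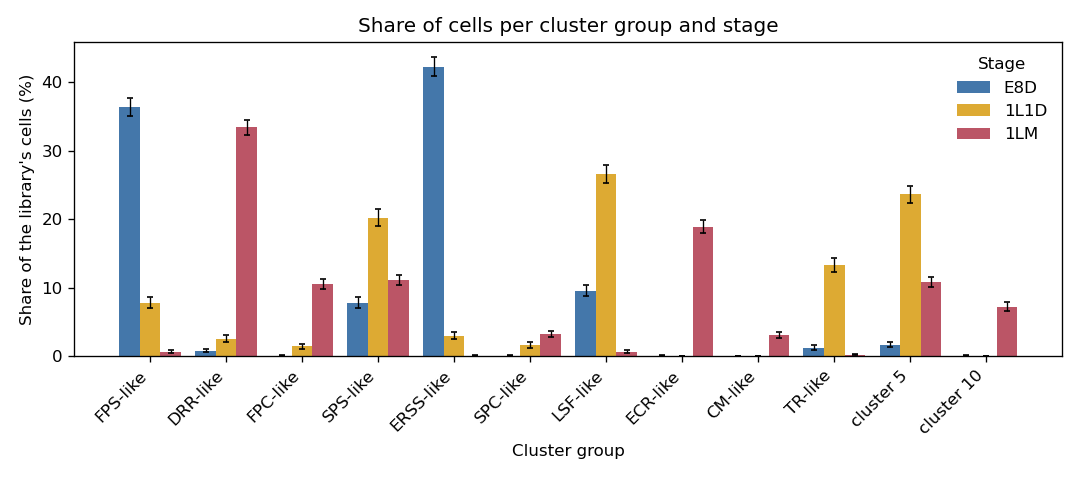
Share of each library's kept cells (percent, vertical axis) in each group of clusters (horizontal axis) at E8D, 1L1D and 1LM. Bars show the share and error bars its 95% Clopper-Pearson interval; ERSS-like cells are the largest group at E8D, LSF-like cells at 1L1D and DRR-like cells at 1LM.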

The active genes identified in cells of each cluster, referred to as marker genes, are listed in Supplementary Data 1. The top 5 highly expressed markers (Supplementary Data 2) and cluster-specific markers (Supplementary Data 3) of each cluster, which include several previously reported genes such as *P25* and *Btl*, are shown in Fig. 2c, d. 

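P25 had 216, 3527, and 2300 UMIs over all kept cells of E8D, 1L1D, and 1LM, or 31.4, 190, and 175 CPM. Btl had 37, 993, and 33 UMIs, and served as a naming marker of the TR-like cluster. In each named cluster, between 4 and 7 markers of its cell type had at least 3 UMIs. Up to 5 of the 10 genes with the highest fold over the other cells were such markers, and no leading gene was one in the DRR-, LSF-, and CM-like clusters.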

Altogether, these results revealed the cell type composition of the *B. mori* SG and reflected the diversity of SG cells.

**Fig. 2:**
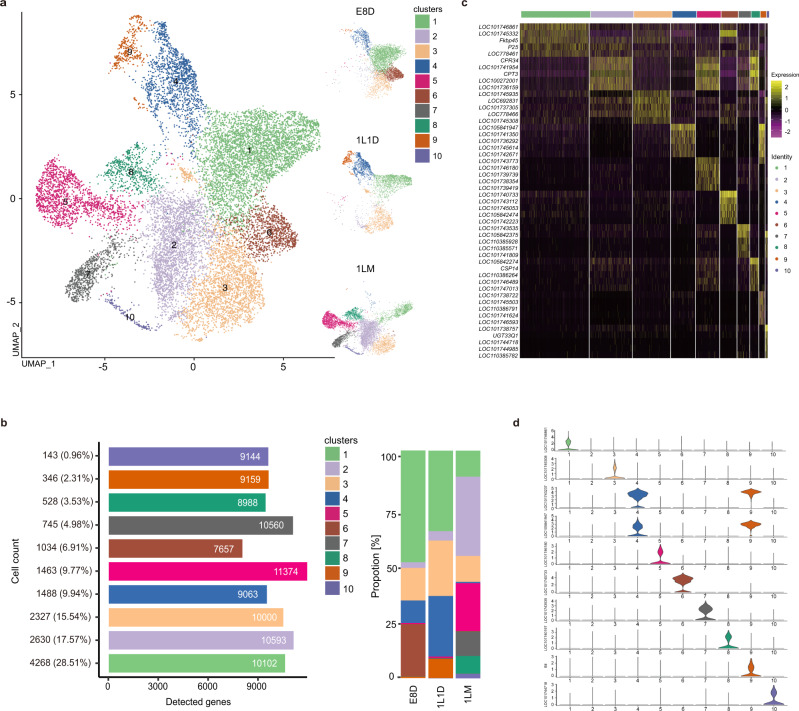
Major cell clusters identified in silkworm silk glands. **a** UMAP visualization of 10 clusters derived from 14,972 high-quality cells filtered from three silk gland samples. Each dot denotes a single cell. E8D, 8 days post-egg laying; 1L1D, day 1 of the first instar; 1LM, first larval molting. **b** Cell number, proportion and genes detected in each cell cluster. E8D, 8 days post-egg laying; 1L1D, day 1 of the first instar; 1LM, first larval molting. **c** Heatmap showing the expression of top 5 marker genes in each cell cluster. **d** Violin plots showing the expression of representative marker genes in each cell cluster.

### Identification of cell types in the SG

We aggregated all cell clusters according to the expression of markers using the following schemes to identify the cell type in each region of the SG: 1) classic markers were used to annotate cell types by Featureplots and real-time quantitative reverse transcription PCR (qRT–PCR); 2) cluster-specific markers were verified using qRT–PCR and immunofluorescence staining, and 3) GO and KEGG analyses of marker genes in each cell type were performed.

#### Cell types in the ASG

Specifically, 4 of 10 clusters, C4, C5, C8, and C9, mapped to the ASG based on the regional expression of two classic ASG-specific genes *BmASSCP2* and *BGIBMGA011721*^17,18^ (C4 and C9) and four cluster-specific markers *LOC101746180* (C5), *LOC101740197* (C8), *Btl* (C9), and *LOC101743237* (C4 and C9) (Fig. 3a; Supplementary Fig. 1a), which were further supported by the immunofluorescence staining for LOC101746180 (C5) and LOC101740197 (C8) (Fig. 3b; Supplementary Fig. 2). 

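BmASSCP2 and BGIBMGA011721 could not be matched to a gene of the count tables. The 4 cluster-specific markers were used to name the clusters, so only their values over all kept cells of E8D, 1L1D, and 1LM are given. LOC101746180 had 0.436, 0.162, and 88.3 CPM, LOC101740197 had 16.0, 2.05, and 73.7 CPM, and LOC101743237 had 411, 2571, and 40.9 CPM. Btl had 5.38, 53.5, and 2.52 CPM.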

Further analyses showed that genes corresponding to “ATP hydrolysis coupled proton transport”, “Oxidative phosphorylation” and “mTOR signaling pathway” were enriched in C4, suggesting that this cell type functions in providing basic energy and nutrients for SG development, which is an energy-consuming process driven by ATP^18,19^. 

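Among 6 genes that Supplementary Data 4 lists for these terms in C4, 1 was a difference between the LSF-like cells and the other cells of 1L1D, where LSF-like cells were most frequent. LOC732987 had 457 CPM (431 to 485) against 223 CPM (216 to 230), a log2 ratio of 1.04 (0.94 to 1.13). It fell short of 2-fold at resolution 1.6, with 0.80 for LOC732987, and on 1000 variable genes and 15 principal components, with 0.43. The log2 ratios of the other 5 genes lay between 0.12 for LOC692859 and 0.72 for LOC101746782. From the enriched terms, the paper proposes that C4 provides energy and nutrients for silk gland development.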

C5 and C8, both of which were dominant in 1LM, were enriched in the terms “Polytene chromosome” and “Polytene chromosome puff” and “Chitin metabolic process” and “Chitin binding”, respectively, suggesting that these cells are undergoing endoreduplication and may play essential roles in providing lubrication and good permeability in the lumen for silk spinning, as described previously^12,20^. 

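In the CM-like cells of 1LM, the chitin-related gene LOC101740330 had 1154 CPM (1048 to 1267) against 250 CPM (241 to 258) in the other cells, a log2 ratio of 2.21 (2.06 to 2.35). LOC101739926 was also higher, with a log2 ratio of 1.22 (1.05 to 1.40). obst-E (LOC733010) had a log2 ratio of 0.53 (0.45 to 0.60) and LOC101743739 of -0.83 (-1.35 to -0.36), neither reaching 2-fold. With all deposited barcodes, which moved this comparison most, the log2 ratio of LOC101743739 was 2.54, and that of obst-E was 2.76. The ratio of obst-E to the cells of all 3 libraries, taken after the data were seen, was 2.08.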

C9 was dominant in 1L1D and enriched in genes corresponding to “Serine-type endopeptidase inhibitor activity” (Supplementary Fig. 3a, b; Supplementary Data 4), indicating that this cell type may function to prevent the degradation of the silk protein before secretion and maintain silk quality and homeostasis during the formation and spinning of silk fibers, as described in previous studies^21,22^. 

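The 575 TR-like cells of 1L1D were clustered again without the 4 serpin genes, which gave sub-clusters of 479 and 96 cells. serpin-10 was higher in the larger sub-cluster, with 574 and 181 CPM and a log2 ratio of 1.67 (1.47 to 1.87). serpin-32 was higher in the smaller one, with 82.9 and 197 CPM and a log2 ratio of -1.25 (-1.48 to -1.02) for the larger over the smaller. serpin-3 and serpin-5 differed by 0.05 (-0.13 to 0.24) and 0.08 (-0.12 to 0.29), within counting error. The 4 genes summed were 0.45 (0.35 to 0.55) higher in the larger sub-cluster, and up to 1.20 higher for the serpin genes in the sub-cluster with the most when 1000 variable genes and 15 principal components were used.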

A subcluster analysis of C9 showed that serpin genes (i.e., *serpin 3*, *serpin 5*, *serpin 10*, and *serpin 32*) were enriched in Subcluster 2 while Subcluster 1 mainly included some cuticular proteins (Supplementary Fig. 4a; Supplementary Data 4). Based on these analyses, C4, C5, C8, and C9 are defined as liquid silk fibrosis cells (LSFs), epithelial cell remodeling cells (ECRs), chitin metabolism cells (CMs), and traction forces cells (TRs), respectively (Fig. 3c).

**Fig. 3:**
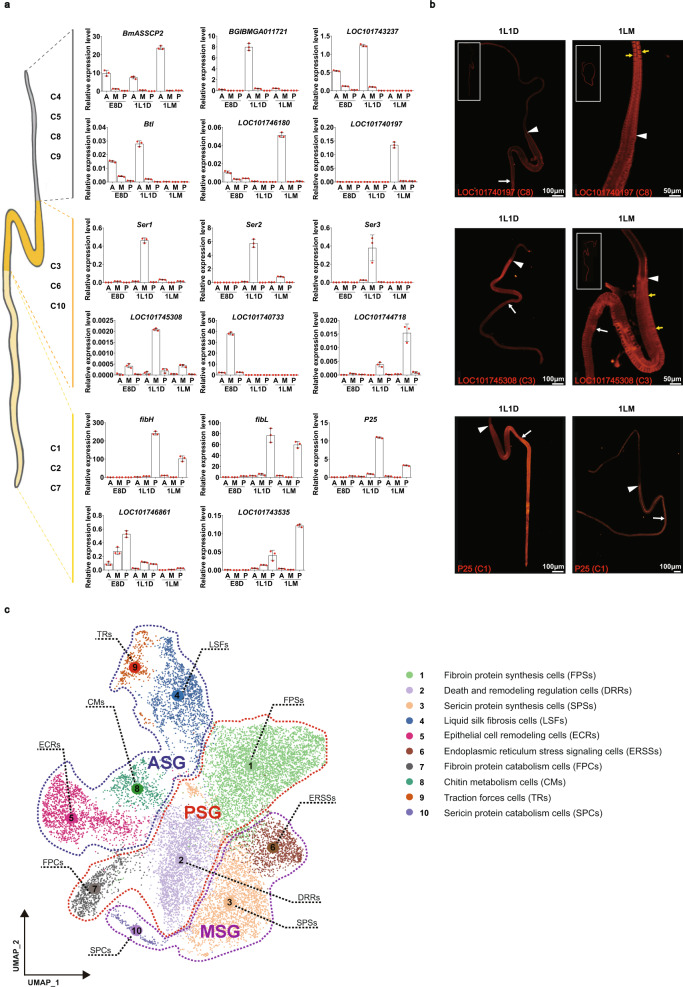
Verification of cell types in each region of the silk gland. **a** qRT–PCR detection of representative marker genes in cells from each region of the silk gland. Data are presented as mean ± SD (*n* = 3 biologically independent experiments). Source data are provided as a Source Data file. A, anterior silk gland; M, middle silk gland; P, posterior silk gland. E8D, 8 days post-egg laying; 1L1D, day 1 of the first instar; 1LM, first larval molting. **b** Immunofluorescence analysis of representative marker genes in each region of the silk gland. The spatial expression pattern of marker genes was shown in red; the yellow arrow indicates the location of protein in silk gland cells. The white arrowhead points to the boundary between the anterior silk gland and middle silk gland; the white arrow points to the boundary between the middle silk gland and posterior silk gland. *n* ≥ 10 in three independent experiments. 1L1D, day 1 of the first instar; 1LM, first larval molting. **c** Visualization of 10 cell types using UMAP. Colored dotted lines indicate the cell types present in the anterior silk gland (ASG), middle silk gland (MSG), and posterior silk gland (PSG), respectively.

#### Cell types in the MSG

Specifically, 3 of 10 clusters, C3, C6, and C10, mapped to the MSG because they expressed the sericin protein-coding genes *Ser1*, *Ser2*, and *Ser3*^23^, and cluster-specific markers *LOC101745308* (C3), *LOC101740733* (C6), and *LOC101744718* (C10), which were further supported by the Featureplots of *Ser2* (C10) and immunofluorescence staining for LOC101745308 (C3) (Fig. 3a, b; Supplementary Figs. 1b, 2). 

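Within each library, the MSG-like cells were compared with all other kept cells, and LOC101745308, LOC101740733, and LOC101744718 were left out because they served as naming markers. Ser1 (LOC101740082) had 140 against 24.8 CPM (20.1 to 30.2) at E8D and 2956 CPM (2904 to 3009) against 51.8 CPM at 1L1D, and the log2 ratios at the 3 stages were 2.50 (2.17 to 2.83), 5.83 (5.73 to 5.94), and 1.82 (1.70 to 1.93). At 1L1D, 8463 of the 12413 Ser1 UMIs of the MSG-like cells came from 69 SPC-like cells. Where all deposited barcodes were clustered and named anew, the Ser1 ratios were -3.72, -3.03, and -0.13, and the cause of this change was not tested. The log2 ratios of Ser2 were 3.33 (2.75 to 3.97), 5.71 (5.66 to 5.77), and 1.28 (1.26 to 1.29). To the cells of all 3 libraries, a comparison made after the data were seen, Ser1 had 0.88 and Ser2 -5.24 at E8D. The tables hold 3 rows named Ser3, and the first had 1, 54, and 0 UMIs over all kept cells of the 3 stages, with 51 of the 1L1D UMIs in MSG-like cells. Shares of cells with a Ser1 UMI at 1L1D were 33.0% of MSG-like and 11.1% of ASG-like cells, and after thinning to 1000 UMIs, which left out no cell, 28.3% and 5.55%, with median depths of 1610 and 2120 UMIs.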

Further analyses showed that genes in C3 were mainly involved in “Translation”, “Cytoplasmic translation” and “Translational initiation”, suggesting that this cell type functions in sericin protein synthesis. The E8D-specific cluster C6 was enriched in genes corresponding to “Endoplasmic reticulum lumen”, “Pentose and glucuronate interconversions”, “Protein processing in endoplasmic reticulum”, and “Oxidative phosphorylation”, suggesting that this cell type plays an important role in energy metabolism in the SG when the silkworm is about to hatch. 

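The ERSS-like cells of E8D had more UMIs from 3 of 5 endoplasmic reticulum genes that Supplementary Data 4 lists for C6 than the other cells of that stage. HSP70 had 388 CPM (361 to 416) against 83.0 CPM (75.1 to 91.4), a log2 ratio of 2.23 (2.05 to 2.40), and 0.94 for HSP70 against the cells of all 3 libraries, taken after the data were seen. ERp57 and Crt had log2 ratios of 1.74 (1.62 to 1.86) and 1.24 (1.12 to 1.35), the latter 0.87 for Crt without batch correction. LOC101736596 had 0.89 (0.74 to 1.03), just under 2-fold, and passed it in 6 alternatives, with 1.12 for LOC101736596 with all deposited barcodes. Pdi was lower, at -0.35 (-0.45 to -0.25), and -1.20 without batch correction.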

C10 was dominant in 1LM and enriched in genes related to “Ubiquitin-dependent protein catabolic process”, “Circadian rhythm” and “Longevity regulating pathway – multiple species”, indicating that it may play a special role in the characteristic physiological functions of MSG at larval molting (Supplementary Fig. 3c, d; Supplementary Data 4). In addition, a subcluster analysis of C6 showed that *LOC693027* (trehalase gene) is an interesting marker of Subcluster 2 and may be an important target for revealing trehalose metabolism in the SG at the embryonic stage (Supplementary Fig. 4b, Supplementary Data 4). 

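Clustered again without this gene, the 2061 ERSS-like cells of E8D split into sub-clusters of 1311 and 750 cells, with 870 and 66 UMIs of LOC693027. Its expression was 595 and 126 CPM, a log2 ratio of 2.24 (1.88 to 2.62). This split was not stable, and the trehalase ratio of the sub-cluster with the most over the others was 0.23 without batch correction and 0.21 with doublets removed.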

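The 233 SPC-like cells of 1LM, clustered again without Ser2, gave a large sub-cluster and one of 48 cells, with 18926 and 53308 CPM of Ser2. The smaller sub-cluster was higher by a log2 ratio of 1.49 (1.46 to 1.53). On 1000 variable genes and 15 principal components, the log2 ratio of Ser2 between the sub-clusters fell short of 2-fold, at 0.78.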

Another interesting marker was the *Ser2* gene identified in Subcluster 2 of C10, suggesting that *Ser2* may function at the molting stage (Supplementary Fig. 4c, Supplementary Data 4). Collectively, according to these analyses, C3, C6, and C10 are defined as sericin protein-synthesizing cells (SPSs), endoplasmic reticulum stress signaling cells (ERSSs), and sericin protein catabolism cells (SPCs), respectively (Fig. 3c).

#### Cell types in the PSG

Specifically, 3 of 10 clusters, namely, C1, C2, and C7, mapped to the PSG because they abundantly expressed the fibroin protein-coding genes *fibH*, *fibL*, and *P25*^24^, and cluster-specific markers *LOC101746861* (C1) and *LOC101743535* (C7), which were further supported by the results from Featureplots and immunofluorescence staining (Fig. 3a, b; Supplementary Figs. 1c, 2). 

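LOC101746861 and LOC101743535 served as naming markers and were not compared. The values of fibH come from the row FIBH alone. A further row of this gene, FIBH-2, was among the leading genes of cluster 5 and is not counted. At E8D, fibL (Fib-l) had 5030 CPM (4947 to 5114) in PSG-like cells against 1483 CPM (1446 to 1521) in the other cells and a log2 ratio of 1.76 (1.72 to 1.81), P25 had 1.97 (1.53 to 2.43), and fibH (FIBH) 0.39 (0.22 to 0.56), short of 2-fold. At 1L1D, the log2 ratios were 2.07 (2.06 to 2.08) for fibH, 1.72 (1.71 to 1.73) for fibL, and 0.97 (0.84 to 1.10) for P25. Of the UMIs of PSG-like cells at 1L1D, 180512 of 217695 for fibH and 65080 of 86494 for fibL came from 62 FPC-like cells, and without these, an alternative chosen after the data were seen, the log2 ratios of fibH, fibL, and P25 were 0.46, 0.65, and 0.84, all short of 2-fold. At 1LM, none reached 2-fold, with 0.76 (0.75 to 0.77), 0.18 (0.16 to 0.19), and 0.38 (0.26 to 0.50). The other cells include the unnamed cluster 5, which had 104417 CPM of fibH at 1L1D and 30226 at 1LM. With all deposited barcodes, the log2 ratio of fibH at 1L1D was -0.04, and it was 0.58 at resolution 1.6. Where the silk protein genes were left out of the clustering, the log2 ratios at 1LM were 2.03 for fibH, 1.88 for fibL, and 2.09 for P25, those at 1L1D 2.80 for P25, and those at E8D 2.69 for fibH. Against the cells of all 3 libraries, also chosen later, PSG-like cells had -6.61 for fibH, -1.16 for fibL, and -1.39 for P25 at E8D. The paper's assignment also rests on the 2 markers, feature plots, and immunofluorescence, which are not tested by these ratios.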

Further analyses showed that C1 was enriched in genes involved in “Translation” and “Ribosome”, indicating that this cell type performs an important function in the translation and transport of silk fibroin. C2 was enriched in genes responding to “Antigen processing and presentation”, “B cell receptor signaling pathway” and “TNF signaling pathway”, suggesting that this cell type is related to the antibacterial properties of silk. The 1LM-specific cluster C7 was enriched in genes corresponding to “Cellular response to nutrient”, “Polytene chromosome puff”, “Gene silencing by miRNA” and “Regulation of autophagy”, suggesting that this cell type may perform catabolism-related functions in the PSG at the larval molting stage (Supplementary Fig. 3e, f; Supplementary Data 4). Moreover, C2 was divided into two subclusters, and the fibroin genes *fibH*, *fibL* and *P25* were all located in Subcluster 2, indicating that this sub-cell type mainly performs the function of fibroin protein synthesis (Supplementary Fig. 4d; Supplementary Data 4). 

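Clustered again without the fibroin genes, the 2380 DRR-like cells of 1LM gave sub-clusters of 1222 and 1158 cells. The 3 fibroin genes together had 26287 and 24561 CPM, a log2 ratio of 0.10 (0.08 to 0.12). fibH, fibL, and P25 alone had 0.18 (0.15 to 0.21), -0.01 (-0.04 to 0.03), and 0.20 (-0.04 to 0.43). Other clusterings gave larger ratios for the fibroin genes, up to 1.72 with all deposited barcodes and 1.61 at resolution 1.6.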

In summary, according to these analyses, C1, C2, and C7 are defined as fibroin protein-synthesizing cells (FPSs), death and remodeling regulation cells (DRRs), and fibroin protein catabolism cells (FPCs), respectively (Fig. 3c).

### Early developmental trajectories of SG cells

We performed pseudotemporal ordering of cells (pseudotime analysis) using Monocle2 to obtain additional insights into the gene expression signatures during SG development^25^. Intriguingly, the pseudotime path of each region in the SG had only one branch, and cell types in the ASG, MSG, and PSG were arranged clearly along the pseudotime path, indicating consistency in the early developmental trend of the three regions of the SG (Fig. 4; Supplementary Fig. 5). Moreover, we analyzed the expression of representative markers (top 10 markers of each cell type) over pseudotime.

**Fig. 4:**
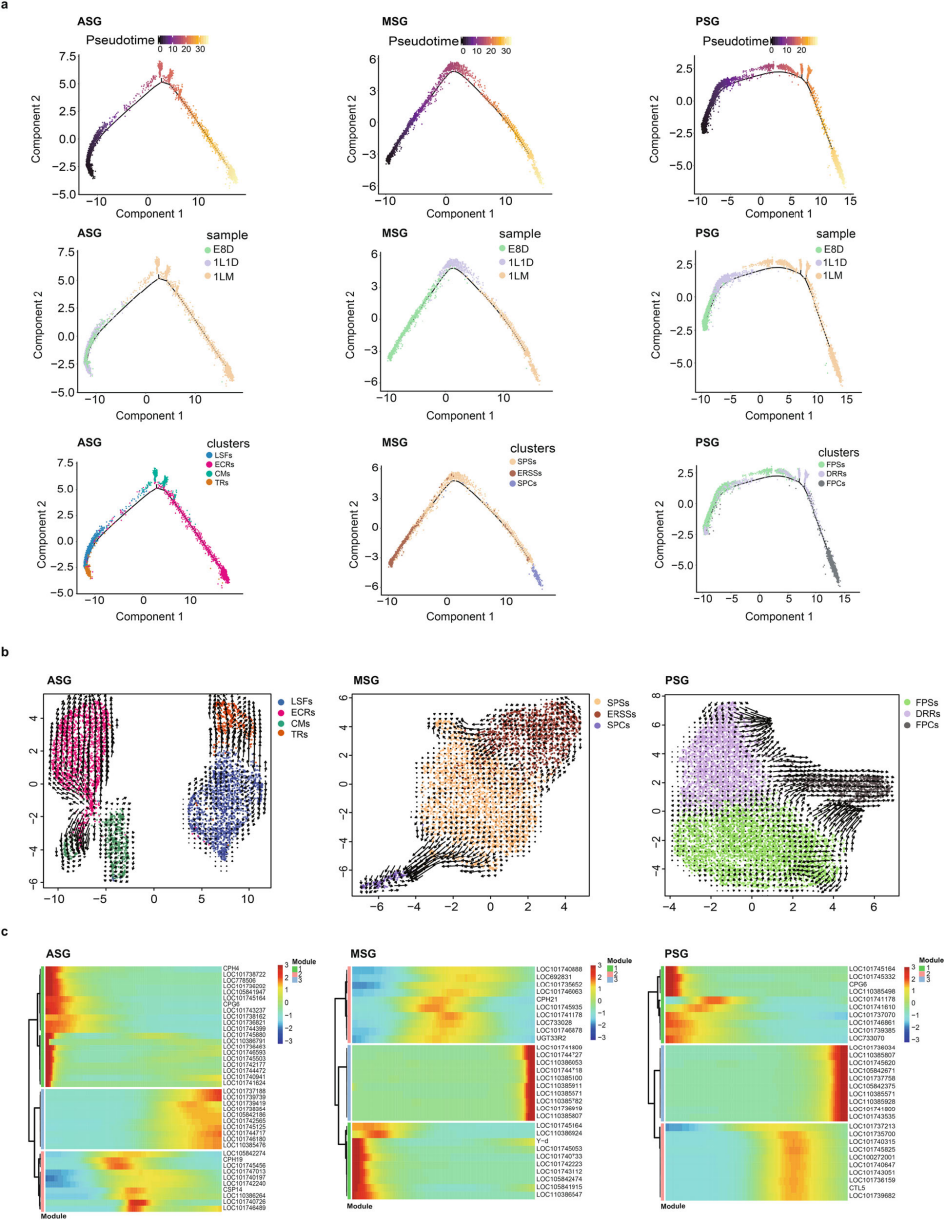
Pseudotime analysis of silk gland cells using Monocle2. **a** Trajectories of ASG, MSG, and PSG cells along pseudotime. The colors from dark (purple) to light (yellow) represent the forward order of pseudotime. **b** RNA velocity map of ASG, MSG, and PSG cells. The length of the arrows indicates the rate of cell development, the direction of the arrows indicates the direction of cell development. **c** Pseudotime heatmap of the top 10 marker genes (on the right of heatmap) of each cluster in the ASG, MSG, and PSG. ASG anterior silk gland, MSG middle silk gland, PSG posterior silk gland.

Among the cell types of ASG, LSFs and TRs appeared at E8D, increased at 1L1D, and disappeared at 1LM, consistent with their roles in liquid silk protein processing, because the silkworm larvae will spin a small amount of silk protein at 1L1D. 

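LSF-like cells numbered 467 at E8D, 1156 at 1L1D, and 48 at 1LM, the last being 0.674% (0.497 to 0.892) of the library's cells. TR-like cells numbered 62, 575, and 17, and made up 1.27% (0.975 to 1.63) at E8D and 0.239% (0.139 to 0.382) at 1LM. The paper reasons that this course fits a role in liquid silk processing because larvae spin a small amount of silk at 1L1D.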

ECRs and CMs, both of which function as epithelial cell remodeling cells and chitin metabolism cells, became the major protagonists at 1LM, but ECRs seemed to persist longer than CMs (Fig. 4a; Supplementary Fig. 5). 

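At 1LM, 1347 ECR-like and 222 CM-like cells were found. ECR-like cells numbered 3 at E8D and 0 at 1L1D, where a count of 0 allows a share of up to 0.0850%. No CM-like cell was found at E8D or 1L1D, which allows up to 0.0756% at E8D. Pseudotime was not computed again, so how long a cell type persists was not examined.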

The RNA velocity map showed that TRs developed from LSFs, while ECRs developed from CMs, due to the high RNA velocity (longer arrows) began between them (Fig. 4b). The pseudotime heatmap showed that Modules 1 and 2 were enriched in cuticular protein genes (*CPG6*, *CPH4*, and *CPH19*), dynein-related genes (*LOC101738722* and *LOC105841947*), and an organic cation transporter protein gene (*LOC101745503*), suggesting that these genes may contribute to the process of liquid silk protein conversion in the ASG. 

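Between stages, the median log2 ratio of all genes with more than 3 UMIs in the ASG-like cells of either stage was -0.67 over 8808 genes for 1L1D over E8D and 1.44 over 9951 genes for 1LM over 1L1D, and the ratios of single genes are to be read against it. TR-like cells held 6392175 of the 8876857 UMIs of ASG-like cells at 1L1D, and ECR-like cells 2623260 of 3103298 at 1LM. Ratios in ASG-like cells thus largely compare different types. CPG6 fell from 42737 CPM at E8D to 7201 at 1L1D and 112 at 1LM, log2 ratios of -2.57 (-2.59 to -2.55) and -6.00 (-6.16 to -5.85). CPH4 was at 3392 CPM at 1L1D, with a log2 ratio of -0.38 (-0.42 to -0.33) to E8D, and fell to 83.5 at 1LM, a log2 ratio of -5.35 (-5.53 to -5.17). CPH19 fell from 22.1 to 4.73 CPM from E8D to 1L1D, a log2 ratio of -2.22, and then rose, with 42 UMIs at 1L1D and 2988 at 1LM and a log2 ratio of 7.67 (7.23 to 8.14). LOC101738722, LOC105841947, and LOC101745503 were naming markers, and over all kept cells their log2 ratios for 1LM over 1L1D were -6.44 (-7.76 to -5.39), -7.40 (-7.76 to -7.06), and -3.26 (-3.83 to -2.73).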

Module 3 was characterized by enzyme-coding genes, such as *LOC101742565*, *LOC101746180*, and *LOC105842186*, which may provide an energy supply for cellular metabolism (Fig. 4c; Supplementary Data 5). Collectively, these results provide insights into the developmental trajectory of ASG cells during cell state transitions.

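In ASG-like cells, LOC101742565 had no UMI at E8D or 1L1D and 880 UMIs at 1LM, a log2 ratio of at least 9.71 for 1LM over 1L1D. LOC105842186 rose from 16.1 CPM (13.6 to 19.0) at 1L1D to 729 CPM (699 to 760) at 1LM, a log2 ratio of 5.50 (5.26 to 5.75). LOC101746180 named the ECR-like cluster, and over all kept cells it had 3 UMIs at 1L1D and 1158 at 1LM, a log2 ratio of 9.09 (7.54 to 11.37).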

Among the cell types of MSG, ERSSs that are closely related to the nutritional supply of SG before hatching appeared at E8D and disappeared at 1L1D. 

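ERSS-like cells fell to 2.93% (2.45 to 3.47) of the cells at 1L1D and 0.0421% (0.00868 to 0.123) at 1LM, or 3 cells against 2061 at E8D. The share of ERSS, E8D moved most with all deposited barcodes, to 24.6%. Without batch correction, no ERSS-like cell was left at 1L1D. The ERSS naming marker LOC101740733 had 3 UMIs over all kept cells of 1L1D, against 4752 at E8D, so the name is doubtful at 1L1D.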

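SPC-like cells made up 0.102% (0.0333 to 0.239) of the cells at E8D, 1.59% (1.24 to 2.01) at 1L1D, and 3.27% (2.87 to 3.71) at 1LM, or 5, 69, and 233 cells. The 69 cells at 1L1D had a median of 21148 UMIs, against 2845 at 1LM. No SPC-like cell was left at 1L1D where batch correction was omitted.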

SPCs appeared at 1LM. SPSs were widely distributed in all three developmental stages, suggesting that the development of this cell type is more complex (Fig. 4a; Supplementary Fig. 5). 

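SPS-like cells were found at each stage, 381 at E8D, 878 at 1L1D, and 792 at 1LM. They formed a large cluster, with 19.2%, 41.1%, and 39.7% of its cells from the 3 stages, and a cluster of 66 cells of which 95.5% came from 1L1D. Without batch correction, no SPS-like cell was left at E8D or 1LM.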

The RNA velocity of these cell types was consistent with the pseudotime path—larger RNA velocities occur between ERSSs and SPSs or SPSs and SPCs than themselves; thus, SPSs developed from ERSSs and then became SPCs, supporting the pseudotime development of cell types in the MSG (Fig. 4b). 

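In MSG-like cells, CPH21 rose from 28.7 CPM at E8D to 678 at 1L1D and fell to 80.0 at 1LM, log2 ratios of 4.56 (4.25 to 4.89) and -3.08 (-3.29 to -2.89). UGT33R2 followed the same course, with 3.25 (3.01 to 3.49) and -2.43 (-2.62 to -2.24). Y-d was highest at E8D, at 368 CPM (347 to 391), and rose from 1L1D to 1LM by 1.78 (1.53 to 2.04). The median of all genes in these cells was 0.01 over 8251 genes for 1L1D over E8D and 0.95 over 8994 genes for 1LM over 1L1D, and with edgeR TMM factors, which remove most of such a shift, the rise of Y-d was 0.92.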

The pseudotime heatmap showed that only several genes that appeared in three modules have clear functions or functional annotations, such as *CPH21*, *UGT33R2*, and *Y-d*, but the roles of other genes remain to be verified (Fig. 4c; Supplementary Data 5). Interestingly, eight lncRNAs were detected in three modules, especially in Modules 1 and 3, and we speculate that they may play important roles in the regulation of sericin protein synthesis and metabolic processes.

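PSG-like cells together made up 37.2% (35.9 to 38.6) of the cells at E8D, 11.7% (10.8 to 12.7) at 1L1D, and 44.6% (43.4 to 45.8) at 1LM. The share depended strongly on clustering and naming. At 1L1D, it was 0% without batch correction and 35.4% when PSG-like clusters were named by correlation with Supplementary Data 13. At E8D, PSG-like clusters held 57.0% on 1000 variable genes and 15 principal components and 6.70% with fibroin genes added to the FPS markers, an alternative chosen after the data were seen. FPS-like cells numbered 1774 at E8D, 337 at 1L1D, and 45 at 1LM, and they excluded the fibroin-led cluster 5 with 82, 1025, and 769 cells.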

Regarding cell types in the PSG, FPSs appeared at E8D, were maintained at 1L1D, and gradually decreased at 1LM, suggesting the complex and crucial role of this cell type in fibroin protein synthesis. 

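DRR-like cells made up 0.779% (0.552 to 1.07) of the cells at E8D and 2.54% (2.09 to 3.05) at 1L1D, and numbered 2380 at 1LM. FPC-like cells numbered 5, 62, and 753 at the 3 stages, with shares of 0.102% (0.0333 to 0.239) at E8D and 1.43% (1.10 to 1.83) at 1L1D. Where batch correction was omitted, no FPC-like cell was left at 1L1D.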

DRRs increased gradually with progressing developmental stages and FPCs appeared only at 1LM, but the DRRs seemed to perform more functions during development (Fig. 4a; Supplementary Fig. 5). The RNA velocity of these cell types was consistent with the pseudotime path. Briefly, FPSs were segregated and a small part of them transformed to DRRs (short arrows), while the others transformed to FPCs (long arrows). DRRs completely transformed to FPCs, which reflected the rapid activation of FPCs (Fig. 4b). The pseudotime heatmap indicated that most of the top 10 markers in three modules were protein-coding genes (Fig. 4c; Supplementary Data 5). In particular, Modules 1 and 2 included representative genes encoding transport protein (LOC733070), cytoplasmic actin (LOC101741610), and transmembrane protein (LOC101737070), suggesting that they play important roles in the process of silk fibroin protein synthesis and secretion. 

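In PSG-like cells, LOC733070 fell at both steps, with 1901, 877, and 232 CPM at E8D, 1L1D, and 1LM and log2 ratios of -1.12 (-1.20 to -1.03) and -1.92 (-2.03 to -1.80). LOC101741610 rose at 1L1D, by 1.14 (1.05 to 1.22), and fell at 1LM, with a log2 ratio of -3.95 (-4.10 to -3.80). LOC101737070 had -0.91 (-1.09 to -0.73) and -1.15 (-1.36 to -0.93). The median of all genes in these cells was -0.21 over 7672 genes and 1.13 over 9864 genes for the same steps, and with edgeR TMM factors the first step of LOC733070 was -0.93, short of 2-fold. On 1000 variable genes and 15 principal components, the rise of LOC101741610 was 0.85, and at resolution 1.6 LOC101737070 had -1.12 and -0.85, so that its first step passed 2-fold and its second did not. The 62 FPC-like cells of 1L1D, with a median depth of 14997.5 UMIs against 1386 in FPS-like cells, weigh heavily in ratios of PSG-like cells.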

Module 3 contained four lncRNAs and two zinc-finger transcription factors (TFs) that may be crucial for the regulation of cell fate in the PSG. Collectively, these results improve our understanding of the developmental trajectory of PSG cells.

### Dynamic changes in gene expression in SG cells

The *B. mori* SG, especially the MSG and PSG, is characterized by its excellent ability to synthesize silk protein, a process that is strictly and cooperatively controlled mainly via the transcriptional response of a large number of genes. We conducted a gene-switch analysis at single-cell resolution based on the genes detected in all clusters to understand how the order (dynamic changes) of gene expression is maintained in different SG cell types (Supplementary Data 6–8). The best-fitting genes, including the top 15 TFs, were plotted along the pseudotime line (Fig. 5; Supplementary Data 9).

**Fig. 5:**
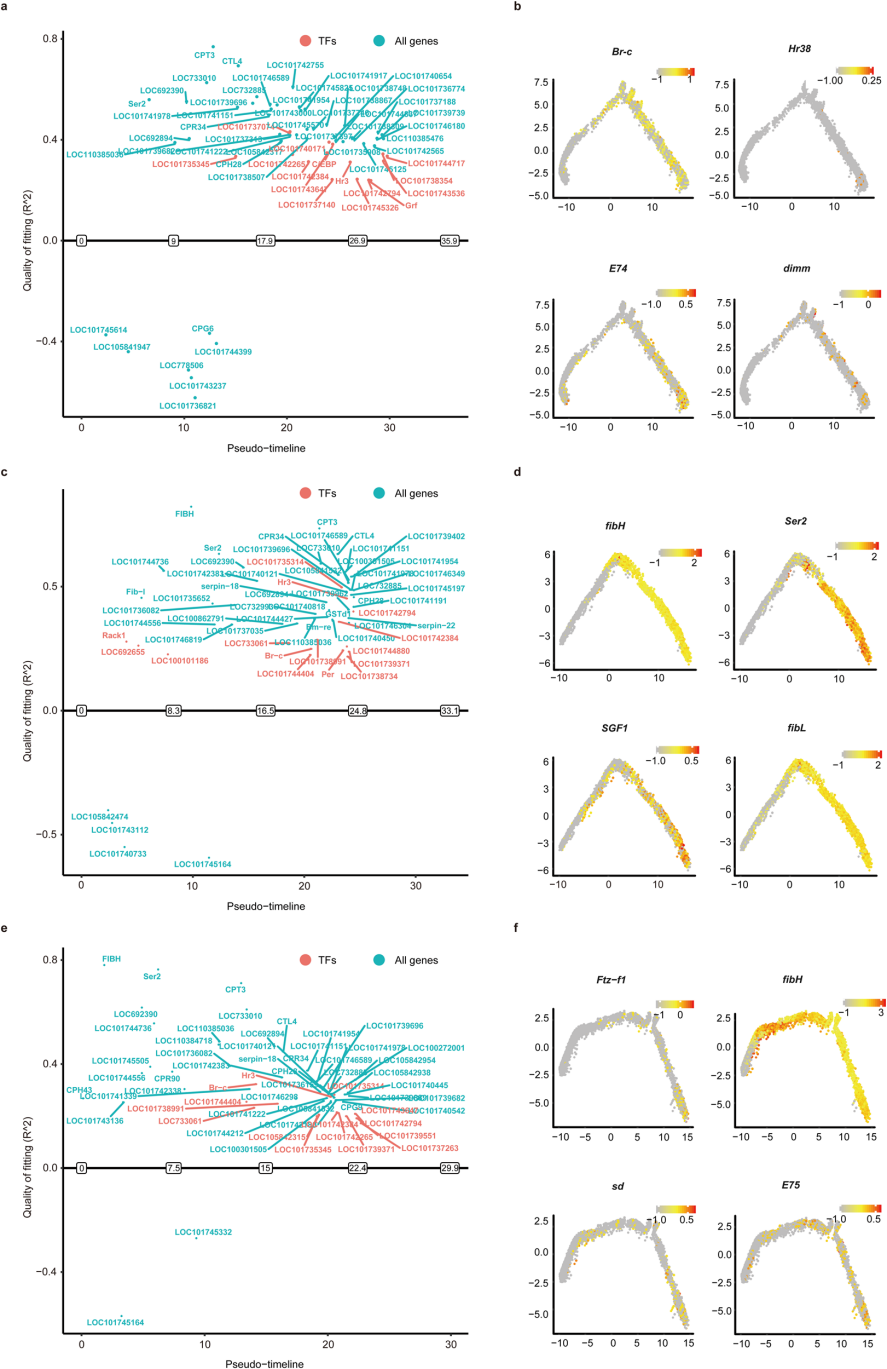
Schematic diagram of priority activated and inactivated genes in cell types of the silk gland. **a**, **c**, **e** Representative activated (top panel) and inactivated (bottom panel) genes in anterior silk gland (**a**), middle silk gland (**c**), and posterior silk gland (**e**) cells. The X-axis shows the predicted open (upper panel) and closed (lower panel) times. The Y-axis represents the goodness of fit. Early genes, switch-at-time < 9.0 (**a**)/8.3 (**c**)/7.5 (**e**); late genes, switch-at-time > 26.9 (**a**)/24.8 (**c**)/22.4 (**e**). TFs, transcription factors. **b**, **d**, **f** Trajectory along the pseudotime progression of representative genes that were activated and inactivated in anterior silk gland (**b**), middle silk gland (**d**), and posterior silk gland (**f**) cells. The X-axis represents Component 1, the Y-axis represents Component 2. The formula of this trajectory plot is log_10_ (value + 0.1).

In cell types of the ASG, 199 genes were inactivated and most of them were early genes. Remarkably, 2,211 genes were activated, including 12 early genes and 2,045 late genes (Fig. 5a; Supplementary Data 6). Some early and mid genes that may play crucial roles in ASG cells were identified. For example, *Jra*^26^, *ABLIM1*^27^ and *obst-E*^28^ may regulate epithelial morphogenesis, the establishment and maintenance of the cellular structure, and cellular chitin metabolism. 

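The paper's early, mid, and late genes are set by on or off switches along pseudotime, not by the 3 stages. The ratios between libraries given here and below are another measure and do not test these switches. In ASG-like cells, Jra had 896, 548, and 989 CPM at the 3 stages, with log2 ratios of -0.71 (-0.81 to -0.60) for 1L1D over E8D and 0.85 (0.79 to 0.92) for 1LM over 1L1D. ABLIM1 was level between E8D and 1L1D and then had 1.51 (1.47 to 1.55). Under edgeR TMM factors these rises at 1LM did not hold, with -0.40 for Jra and 0.26 for ABLIM1. The row of obst-E used here is LOC733010, 1 of several rows annotated with that name, and its log2 ratio was -6.00 (-6.35 to -5.67) at 1L1D and 8.82 (8.51 to 9.15) at 1LM.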

*Tret1*^29^ may catabolize macromolecular substances and provide energy. 

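Tret1 had 446 CPM at E8D, 335 at 1L1D, and 632 at 1LM in ASG-like cells. Its log2 ratios of -0.41 (-0.56 to -0.27) and 0.92 (0.83 to 1.00) stayed under 2-fold, and both changed sign with edgeR TMM factors, to 0.29 and -0.33 for Tret1.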

Among the late genes, interestingly, we detected numerous TFs, including the 20E response factors Br-c^30^, E74^31^, and Hr38^32^ that have been indicated to be crucial for the regulation of larval molting, and the Awh^33^, dimm^34^, skd^35^, and hth^36^ that have been shown in *Drosophila* and *B. mori* to participate in regulating cell function (Fig. 5b; Supplementary Fig. 6a; Supplementary Data 9, 10). These results suggest that early and mid genes that are activated in ASG cells are necessary for maintaining the basic biological functions of the ASG, while a large number of late genes may be responsible for larval molting and metamorphosis, during which numerous TFs are needed to coordinately regulate their expression.

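For 1LM over 1L1D in ASG-like cells, Br-c had a log2 ratio of 6.90 (6.39 to 7.45), from 32 to 1333 UMIs, and E74 of 3.17 (2.98 to 3.36). dimm and skd had 4.48 (3.90 to 5.12) and 3.82 (3.61 to 4.03). Hr38 (LOC693064), Awh, and hth rested on few UMIs, 37, 15, and 16 at 1LM, with 3.14 (2.17 to 4.22), 3.42 (1.77 to 5.47), and 1.71 (0.58 to 2.85). Under edgeR TMM factors, hth was at 0.46, and the other 6 stayed at least 2-fold higher.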

In cell types of the MSG, 47 genes were inactivated. Remarkably, 6329 genes were activated, including 32 early genes, 1487 mid genes, and 4810 late genes (Fig. 5c; Supplementary Data 7). Ribosomal proteins are essential components of the protein biosynthetic machinery. We detected 12 ribosomal protein genes (i.e., *RpS10*, *RpS15*, and *RpL38*) that were activated at an early stage, suggesting active protein synthesis in MSG cells at this stage, which requires the regulation of functional ribosomes assembled by ribosomal proteins. 

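In MSG-like cells, RpS10 rose from 1506 CPM (1462 to 1551) at E8D to 3116 CPM (3063 to 3170) at 1L1D, a log2 ratio of 1.05 (1.00 to 1.10). RpS15 and RpL38 rose by 0.78 (0.73 to 0.84) and 0.87 (0.82 to 0.93), short of 2-fold, which both passed with all deposited barcodes, at 1.09 and 1.06. From 1L1D to 1LM, RpS10 had -0.04 (-0.08 to -0.01), RpS15 -0.33 (-0.38 to -0.29), and RpL38 -0.63 (-0.68 to -0.58). RpS15 and RpL38 fell by more than 2-fold at 1LM under edgeR TMM factors, to log2 ratios of -1.20 and -1.50.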

Strikingly, the *fibL*, *fibH*, and *P25* genes were activated at early or mid stages. Additionally, *Ser1*, *Ser2*, and two key TFs, SGF1^37^ that directly regulates *Ser1* expression and Awh^33^ that directly regulates *fibH* expression, were also detected at midstage. 

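In MSG-like cells, fibH had 133 UMIs at E8D and 41826 at 1L1D, a log2 ratio of 7.80 (7.55 to 8.05), and -1.35 (-1.38 to -1.32) for 1LM over 1L1D. fibL had 2.13 (2.08 to 2.19) and -0.55 (-0.58 to -0.51), and P25 had 2.80 (2.30 to 3.35) and -0.83 (-1.13 to -0.53). These falls at 1LM passed 2-fold with edgeR TMM factors, at -1.41 for fibL and -1.70 for P25. With all deposited barcodes, fibH fell by only 0.28 and fibL was 0.49. The 3 genes together made up 15029 CPM in MSG-like and 8582 CPM in ASG-like cells of 1L1D. The deep TR-like cells lower the latter, and 69 SPC-like cells, with 935 CPM at a median depth of 21148 UMIs, lower the former. LSF-like cells, with a median depth of 1503 UMIs against 1610 in MSG-like cells, had 18410 CPM (18242 to 18580). Their thinned share was 99.1% against 95.5% (100% and 100% unthinned), too near 100% to separate the groups. The 878 SPS-like cells had 20469 CPM (20293 to 20645), and 127 ERSS-like cells had 55466 CPM. Fibroin UMIs per cell were 59.2 in SPS-, 76.7 in ERSS-, and 20.1 in SPC-like cells, against 39.6 in LSF- and 52.9 in TR-like cells. Relative to LSF-like cells, the CPM of SPS-like cells was thus higher by less than 2-fold at 1L1D, and that of ERSS-like cells by more. The ERSS-like cells of 1L1D even exceeded the FPS-like cells, with 44485 CPM. The ERSS naming marker LOC101740733 had only 3 UMIs over all kept cells of 1L1D. Whether these 127 cells belong to the MSG is therefore doubtful, and their excess does not show fibroin in MSG cells.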

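In MSG-like cells, Ser1 rose at 1L1D by 4.40 (4.26 to 4.55) and fell at 1LM, with a log2 ratio of -2.71 (-2.79 to -2.62) that turned into 1.18 with all deposited barcodes. Ser2 rose by 7.11 (6.91 to 7.31) at 1L1D and had 0.82 (0.80 to 0.84) at 1LM, which was -0.05 with edgeR TMM factors and 1.65 without batch correction. At 1L1D, 27879 of the 40276 Ser2 UMIs of MSG-like cells came from 69 SPC-like cells. In SPS-like cells, Ser2 had 4859 CPM at 1L1D and 12483 at 1LM, so its step at 1LM in the class depends on few cells. In MSG-like cells, SGF1 had -0.74 (-0.93 to -0.56) for 1L1D over E8D and rose at 1LM by 2.25 (2.09 to 2.41), from 106 to 503 CPM. Awh had 5, 4, and 10 UMIs at the 3 stages, too few to show a change from E8D to 1L1D.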

We speculate that the silk protein genes are likely activated in early and mid stages to prepare for larval molting, because the larvae will secrete a small amount of silk proteins in the pre-molting period to steady their bodies. 

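For 1LM over 1L1D in MSG-like cells, 8 of 9 genes of 20-hydroxyecdysone (20E) signaling were at least 2-fold higher. Br-c had 5.09 (4.91 to 5.28), Ftz-f1 4.75 (4.05 to 5.55), Hr4 (Grf) 4.62 (4.06 to 5.24), E74 4.01 (3.51 to 4.56), EcR 2.90 (2.52 to 3.29), and E75 2.53 (2.23 to 2.85). Hr39 (LOC692364) had 1.89 (1.59 to 2.20), USP 1.07 from 54 and 74 UMIs, and Hr96 (LOC101745160) 0.30 (-0.09 to 0.69). With edgeR TMM factors, USP was at 0.20 and Hr96 at -0.56, while the other 7 stayed at least 2-fold higher. Without batch correction Hr96 was at 1.86.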

Among late activated genes, the most impressive is the detection of receptors and response factors involved in 20E signaling, including EcR, USP, Hr4, Hr39, Hr96, Br-c, E74, E75, and Ftz-f1, stressing the crucial role of 20E signaling in larval molting. Related to this finding, we also detected 13 cuticular protein genes that were activated in the late stage, which may be necessary for the renewal of larval epidermal tissues (Fig. 5d; Supplementary Fig. 6b; Supplementary Data 9, 10). Collectively, these findings are meaningful for revealing the dynamic changes in gene expression in MSG cells.

In cell types of the PSG, 52 genes were inactivated and 4,572 genes were activated (Fig. 5e; Supplementary Data 8). Among the activated genes, *fibH* was activated in the early stage and *P25* was detected in the late stage. 

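Ratios between stages do not test the paper's switch times, which lie on pseudotime. In PSG-like cells, fibH rose from 544 UMIs at E8D to 217695 at 1L1D, a log2 ratio of 9.24 (9.12 to 9.36), and P25 rose by 2.59 (2.34 to 2.85). From 1L1D to 1LM, fibH had -2.66 (-2.68 to -2.65) and P25 -0.71 (-0.86 to -0.56), which for P25 passed 2-fold with edgeR TMM factors, at -1.88. The 3 fibroin genes together had 165096 CPM at 1L1D and 30298 CPM at 1LM, a log2 ratio of -2.45 (-2.46 to -2.44), and over all kept cells -1.18 (-1.18 to -1.17). At 1L1D, 245921 of these 304817 UMIs came from 62 FPC-like cells, and without the FPC-like cells, an alternative chosen after the data were seen, the log2 ratio was -1.29 for these genes. DESeq2 size factors moved the ratio of the fibroin genes, PSG-like cells most, to -3.64.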

Notably, we detected *Ser2* in the early stage and *Ser1* in the late stage. 

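Ser2 had 18 UMIs in PSG-like cells of E8D, 1313 at 1L1D, and 46314 at 1LM, log2 ratios of 6.78 (6.11 to 7.54) and 3.95 (3.87 to 4.03). From 1L1D to 1LM, Ser2 went from 711 to 10990 CPM in PSG-like cells, from 96.0 to 4796 in ASG-like cells, and from 246 to 5062 in LSF-like cells. As a fold, its rise at 1LM in PSG-like cells was thus no larger than that of the background. Its CPM in PSG-like cells stayed above that of ASG- and LSF-like cells at both stages. A rise on top of an added background is therefore not excluded. In PSG-like cells, Ser1 rose at 1L1D by 2.97 (2.59 to 3.37) and had 0.06 (-0.12 to 0.24) at 1LM. Ser2 was among the 10 leading genes of the DRR-like cluster and none of the DRR markers was, so these values depend in part on the clustering; with the silk protein genes left out of it, the rises at 1L1D were 5.31 for Ser2 and 1.74 for Ser1. Most UMIs at 1L1D and 1LM came from DRR-like cells, 1153 of Ser2 and 298 of 354 of Ser1 from 110 cells at 1L1D, and 39208 and 688 of 840 at 1LM. The rise of Ser1 turned into -0.32 on 1000 variable genes and 15 principal components, and with edgeR TMM factors Ser1 at 1LM was -1.12, against 1.84 with doublets removed.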

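Fibroin UMIs were found in cells of every region class, so the ASG-like cells give the background. At 1LM, the 3 fibroin genes made up 7364 CPM in MSG-like and 11424 CPM in ASG-like cells, and the share of cells with a UMI after thinning to 1000 UMIs was 99.4% and 99.9%, with 42 and 241 cells left out. Unthinned shares were 100% and 100%. The fibroin signal of MSG-like cells at 1LM was thus not above background. At E8D it was 1193 against 385 CPM, with thinned shares of 29.9% and 19.6%, unthinned shares of 49.4% and 41.4%, 1775 and 389 cells left out, and median depths of 731 and 688 UMIs. Within the MSG-like cells of E8D, ERSS-like cells had 1521 CPM and a thinned share of 33.3% (52.0% unthinned). SPS-like cells, with 204 CPM and 19.1% (34.9% unthinned), were not above the ASG-like cells. The deep TR-like cells of E8D, with 57.3 CPM at a median depth of 5945 UMIs, lower the ASG-like values. LSF-like cells alone had 701 CPM and a thinned share of 27.7% (18.4 to 38.6). This interval holds the shares of MSG- and ERSS-like cells, so the thinned shares show no excess over LSF-like cells at E8D. The CPM of MSG- and ERSS-like cells was higher than that of LSF-like cells. Ser1 was found in 8.64% of thinned PSG-like and 7.61% of LSF-like cells of 1L1D, hardly above background, and in 15.7% against 9.83% of ASG-like cells at 1LM (15.5%, 11.9%, 22.0%, and 16.3% unthinned). For Ser2 at 1L1D, the thinned shares were 32.4% of PSG-like and 15.4% of ASG-like cells (41.3% and 30.3% unthinned). The excess lay mostly in 110 DRR-like cells, 84.5%, while FPS-like cells had 20.8% and LSF-like cells 20.7% (89.1%, 27.3%, and 30.8% unthinned), and since Ser2 was a leading gene of the DRR-like cluster, this depends in part on the clustering. At 1LM, 1349 PSG-like cells were left out by thinning, and median depths were 1044 UMIs in PSG-like, 2207 in MSG-like, and 1576 in ASG-like cells, against 1550 in PSG-like cells of 1L1D.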

Combined with the findings observed in MSG cells, the result that MSG cells express fibroin genes in addition to sericin genes, while PSG cells express sericin genes in addition to fibroin genes is interesting, which implied that the type of silk protein spun by early larvae is functionally unique and thereby must deploy both the MSG and PSG cells for synthesis. Furthermore, we identified numerous TFs that were expressed at different stages especially in the late stage. For example, SGF1 was detected in the midstage, and the SGF3, dimm, sage, and Awh were activated in the late stage, all of which are known as key TFs regulating silk protein synthesis. 

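For 1LM over 1L1D in PSG-like cells, SGF1 had a log2 ratio of 2.41 (2.21 to 2.61), dimm of 1.82 (1.41 to 2.26), and Awh of 1.74 (1.06 to 2.49). SGF3 had 2 and 21 UMIs and 2.20 (0.17 to 5.34), and sage had 0.97 (0.82 to 1.14). SGF1 stayed above 2-fold under edgeR TMM factors, at 1.24, while dimm, Awh, and sage were at 0.65, 0.56, and -0.20, and SGF3 was at 1.03 with an interval that holds 0. On 1000 variable genes and 15 principal components, sage was at 1.18.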

Remarkably, 20E signaling was activated in the late stage, including its receptors EcR, USP and response factors E74, E75, Hr4, Hr96, and Ftz-f1. 

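For 1LM over 1L1D in PSG-like cells, Hr4 had a log2 ratio of 6.99 (5.44 to 9.27), with 3 UMIs at 1L1D and 872 at 1LM, and Ftz-f1 had 5.78 (4.55 to 7.41). E74, EcR, and E75 had 3.63 (3.11 to 4.19), 3.33 (2.86 to 3.85), and 2.51 (2.15 to 2.89). USP and Hr96 stayed under 2-fold, at 0.72 (0.18 to 1.29) and 0.58 (0.11 to 1.08), and changed sign with edgeR TMM factors, to -0.46 for USP and -0.59 for Hr96, though Hr96 was at 1.24 at resolution 1.6.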

An accumulation of core members of another important pathway, the Hippo signaling pathway (i.e., ex, sav, wts, yki, and sd), was observed and this pathway controls organ size by regulating cell proliferation, apoptosis, and stem cell self-renewal^38^. 

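In PSG-like cells, the log2 ratio for 1LM over 1L1D was 1.77 (1.20 to 2.39) for ex, 1.43 (0.91 to 1.99) for wts, 0.51 (0.26 to 0.76) for sd, and 1.27 (-0.93 to 4.48) for sav, the last from 2 and 11 UMIs. The gene yki could not be matched to the count tables. With edgeR TMM factors, ex and wts no longer reached 2-fold, at 0.60 and 0.25, and sd was at -0.67, against 1.15 at resolution 1.6.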

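A reference gene table of a later silkworm assembly, used for names alone, matched 13516 genes of the tables and classed 710 of them as long non-coding RNA (lncRNA). These made up 3.08% (3.05 to 3.10) of the UMIs of PSG-like cells at E8D, 1.76% (1.74 to 1.78) at 1L1D, and 2.44% (2.42 to 2.45) at 1LM. On 1000 variable genes and 15 principal components, the share of lncRNA, 1L1D, fell most, to 0.706%. Over all kept cells, the lncRNA share was 9.37% (9.35 to 9.39), 10.9% (10.9 to 10.9), and 2.89% (2.88 to 2.90). It rests on few genes: LOC101745133 and LOC101745164 held 402285 and 173415 of 644331 lncRNA UMIs at E8D, LOC101736020 and LOC101737054 1529541 and 445655 of 2026041 at 1L1D, and LOC101737054 283556 of 379553 at 1LM.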

Surprisingly, 41 lncRNAs were expressed in the early and midstages, but significantly, 244 lncRNAs were expressed in the late stage, implying the essential role for lncRNAs in activating gene expression, especially during larval molting (Fig. 5f; Supplementary Fig. 6c; Supplementary Data 9, 10). Altogether, these results reveal the complex gene expression dynamics in PSG cells, and the many insights into gene activation provided here deserve further study.

### Effective strategies for inducing SG cell growth

A typical feature of the *B. mori* SG is that once organ morphogenesis is complete by stage 25^12^, the cells undergo only endoreduplication but not mitosis, thereby leading to an increase in cell volume. However, the mechanism regulating SG cell growth during early development remains unclear. We found that the volumes of the ASG, MSG, and PSG cells, as well as the intracellular DNA content increased significantly from E8D to 1LM (Fig. 6a, b). Additionally, the space between SG cells was narrower and the connection was tighter in the 1LM stage (Fig. 6a). These observations imply that SG development is closely related to the regulation of the cell number, cell size, and intracellular material circulation and communication. Therefore, we decided to investigate the marker genes that may be involved in regulating these processes during early development.

**Fig. 6:**
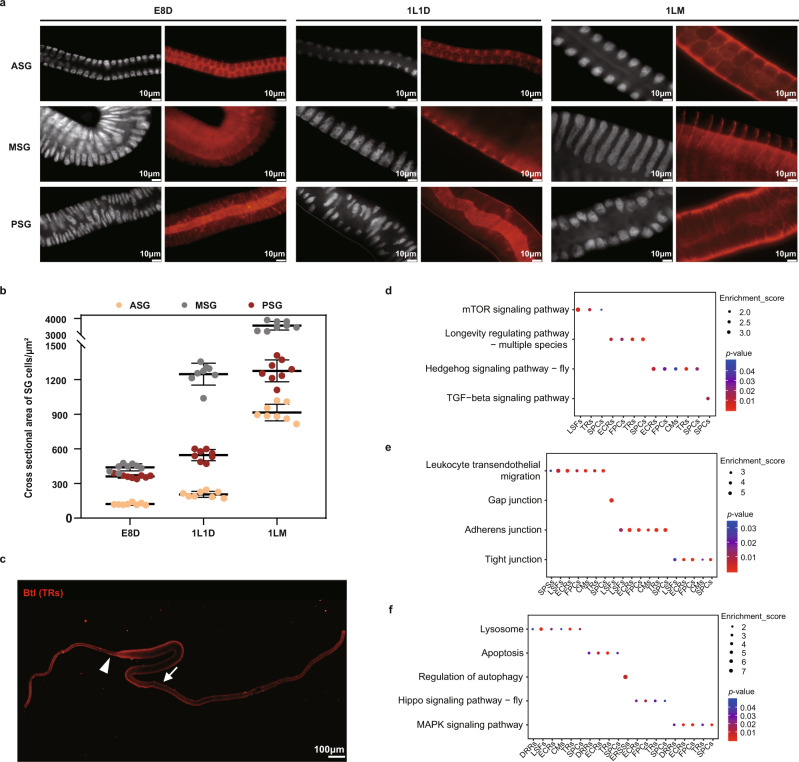
Effective strategies for inducing silk gland cell growth. **a** Immunostaining of silk gland cells dissected from E8D, 1L1D, and 1LM individuals. Nuclei were stained with DAPI (white); the cytoskeleton was stained with phalloidin (red). The scale bar represents 10 µm. Representative images are chosen from photos of at least 10 intact silk glands. **b** The cross-sectional area of ASG/MSG/PSG cells was calculated from E8D to 1LM. Data are presented as mean ± SD (*n* = 8). Source data are provided as a Source Data file. **c** Immunofluorescence staining for Btl in 1L1D individuals. The spatial expression pattern is shown in red. The white arrowhead indicates the boundary between the ASG and MSG; the white arrow indicates the boundary between the MSG and PSG (*n* ≥ 10 in three independent experiments). **d**–**f** Enriched GO/KEGG terms (*p* < 0.05) related to cell growth (**d**), communication (**e**) and renewal (**f**), *p* value was calculated by the hypergeometric distribution, *p*-adj was obtained after *p* value is corrected by Benjamin & Hochberg multiple test. Color gradients indicate the range of *p* values. The *p*-values of each pathway are provided in Supplementary Data 12. ASG anterior silk gland, MSG middle silk gland, PSG posterior silk gland. E8D, 8 days post egg laying, 1L1D day 1 of the first instar, 1LM first larval molting.

#### Balance of cell number

Among the marker genes of SG cells, interestingly, numerous genes related to the regulation of cell numbers were identified (Supplementary Data 11). For example, *Btl*, a key gene known for controlling tubular organogenesis, cell proliferation and migration^39–41^, was located on the membrane and was expressed at high levels in the ASG and anterior MSG at E8D and 1L1D (Figs. 3a; 6c). *sage*, a key TF that has recently been shown to control cell number in the SG^42^, was expressed in SPSs and ERSSs of the MSG and DRRs and FPCs of the PSG. In addition, genes associated with endoreduplication and negative regulation of cell proliferation were also ubiquitously expressed in SG cells, such as *LOC101744399,* which was abundantly expressed in LSFs and TRs, which is a CDK activity-related gene^43^ and may play important roles in regulating intracellular replication and inhibiting proliferation. Moreover, genes that may negatively regulate mitotic cell cycle G2/M transition to inhibit cell proliferation, including *PINX1*^44^ and *Foxn3*^45^, were detected in DRRs, ECRs, FPCs, and SPCs of 1LM. Collectively, these analyses provide useful insights into marker genes that are potentially involved in regulating the balance of the cell number in the SG.

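Btl was a naming marker of TR-like cells. In MSG-like cells, 13 UMIs of Btl were found at 1L1D, or 3.10 CPM, and 0.745% of thinned cells had one, which is not above the 0.786% of PSG-like cells (1.12% and 1.96% unthinned, at median depths of 1610 and 1550 UMIs). sage had 440 CPM (414 to 466) in SPS-like cells of 1L1D against 149 CPM (143 to 155) in the other cells, a log2 ratio of 1.56 (1.46 to 1.67). The ERSS-like cells of E8D had 0.30 (0.18 to 0.42), and at 1LM, DRR-like cells had -0.10 (-0.19 to -0.0049) and FPC-like cells -0.33 (-0.46 to -0.20), all under 2-fold. Without batch correction, the ratio of sage in ERSS-like cells was 1.20. In a comparison with all 3 libraries, made after the data were seen, sage had 0.74 in SPS-like cells of 1L1D, short of 2-fold.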

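At 1L1D, LOC101744399 had 3214 CPM (3170 to 3258) in TR-like cells against 440 CPM (429 to 452) in the other cells, a log2 ratio of 2.87 (2.82 to 2.91). In LSF-like cells it had 1753 CPM (1701 to 1806), with a log2 ratio of 0.39 (0.34 to 0.43) that rose to 2.38 at resolution 1.6 and was 1.02 to the cells of all 3 libraries, a comparison chosen after the data were seen.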

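At 1LM, Foxn3 was higher than in the other cells in FPC-like cells, at 1177 CPM (1121 to 1234) and a log2 ratio of 2.01 (1.93 to 2.10), and in SPC-like cells, with 1.17 (1.05 to 1.29). In DRR- and ECR-like cells it had -0.46 (-0.57 to -0.35) and -0.16 (-0.26 to -0.05). PINX1 was higher in FPC-like cells, at 1.04 (0.92 to 1.16), with 0.81 (0.64 to 0.97) in SPC-like, 0.28 (0.17 to 0.40) in ECR-like, and -0.44 (-0.58 to -0.31) in DRR-like cells. Relative to the cells of all 3 libraries, a reference chosen after the data were seen, Foxn3 also passed 2-fold in ECR-like cells, at 1.06, and PINX1 in SPC-like cells, at 1.17. Over all kept cells, where the median of all genes for 1LM over 1L1D was 1.27 over 11215 genes, Foxn3 rose by 2.47 (2.38 to 2.56) and PINX1 by 0.77 (0.70 to 0.84), the latter changing to -0.34 for PINX1 with edgeR TMM factors.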

#### Increase in cell size

Based on the enrichment analysis, we identified four cell types in the SG (ECRs, FPCs, CMs, and SPCs) that were enriched in genes related to the mTOR, InR, PI3K/Akt pathways (Fig. 6d; Supplementary Data 12), suggesting that genes in these pathways were involved in regulating cell size in the SG. Notably, the mTOR pathway positively regulates a large number of cellular processes, including growth, autophagy, mitochondrial biogenesis and lipid biosynthesis^46^; the InR pathway regulates carbohydrate and lipid metabolism, tissue growth, and longevity^47^, and the PI3K/Akt promotes insulin-stimulated glucose metabolism and cell survival^48^. Among the enriched genes (Supplementary Data 11), *Akt1* was expressed in DRRs, ECRs, FPCs, CMs and SPCs, suggesting that it may serve as a link between the InR and TOR pathways and promote cell growth, as previously reported^47^. 

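Akt1 had between 256 CPM in CM-like and 369 CPM in DRR-like cells of 1LM, and its log2 ratios to the other cells stayed under 2-fold in each of the 5 types. They were 0.41 (0.30 to 0.51) in DRR-like, 0.25 (0.11 to 0.38) in FPC-like, 0.30 (0.12 to 0.48) in SPC-like, -0.07 (-0.19 to 0.05) in ECR-like, and -0.22 (-0.52 to 0.07) in CM-like cells. With all 3 libraries as the reference, chosen after the data were seen, Akt1 passed 2-fold only in DRR-like cells, at 1.11. Over all kept cells, the log2 ratio of 1LM over 1L1D was 1.33 (1.26 to 1.41), and 0.22 for Akt1 with edgeR TMM factors.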

*CycG*, which has been proposed to positively regulate *Akt1* activity^49^, was expressed at high levels in approximately the same cell types (DRRs, ECRs, FPCs, and SPCs) and might promote cell growth in the SG via *Akt1*. In addition, some other marker genes that may participate in regulating cell size were also identified in SG cells, but require further experimental verification.

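CycG had 787, 735, 860, and 795 CPM in the DRR-, ECR-, FPC-, and SPC-like cells of 1LM. Against the other cells the log2 ratios lay between 0.10 (0.02 to 0.17) and 0.34 (0.26 to 0.43), and for CycG between 0.74 and 0.95 against the cells of all 3 libraries, chosen after the data were seen. For 1LM over 1L1D, all kept cells had 1.28 (1.23 to 1.33), and 0.17 for CycG with edgeR TMM factors.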

#### Intercellular communication and remodeling

Based on the enrichment analysis, we found that some marker genes were enriched in “Gap junctions”, “Tight junctions”, and “Adherent junctions” (Fig. 6e; Supplementary Data 12), suggesting that these genes may be closely related to intercellular communication between SG cells. For example, *ASH1* functions in tight junctions between cells by binding the cells together and preventing molecules and ions from crossing the intercellular space^50^, and was expressed in ECRs and FPCs. 

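ASH1 had 665 CPM (623 to 708) in FPC-like and 452 CPM (427 to 479) in ECR-like cells of 1LM, and was at least 2-fold higher than in the other cells in both, with a log2 ratio of 1.02 (0.92 to 1.12) in ECR-like cells.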

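vinculin was higher in ECR-like cells of 1LM, at 406 CPM (382 to 431) against 145 CPM (138 to 152) in the other cells and a log2 ratio of 1.49. The FPC-, SPC-, and CM-like cells had 0.24 (0.07 to 0.41), 0.23 (-0.00082 to 0.45), and -0.62 (-1.06 to -0.21), and in CM-like cells vinculin was at 0.34 with all deposited barcodes. Compared with all 3 libraries, which was chosen after the data were seen, vinculin had 1.22, 1.21, and 0.35 in these types.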

The *vinculin* gene detected in ECRs, FPCs, CMs, and SPCs, is a classical component of focal adhesions and adhesion junctions and functions in maintaining the structure and polarity of certain cells and limiting their movement and proliferation^51^. For the genes involved in the intracellular remodeling of SG cells, we mainly focused on those expressed in cell types that are specifically detected or abundant at 1LM, a period of vigorous cell metabolism and organ remodeling. As expected, numerous candidate genes were identified in the ECRs of the ASG, SPCs of the MSG, and FPCs of the PSG (Supplementary Data 12). 

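Over all kept cells, which needs no cluster names, the 11 ecdysone response genes EcR, USP, Br-c, E74, E75, Hr3, Hr4, Hr38, Hr39, Hr96, and Ftz-f1 had a median log2 ratio of 3.05 for 1LM over 1L1D. Of 10000 random lists of 11 genes matched on mean expression, 99.97% had a lower median, with a median list at 1.18. This describes the 2 libraries and is not a test between stages. The paper names these genes as activated late or high at 1LM from the same libraries. A high percentile may therefore follow from how the list was chosen. Hr3 had 6.94 (6.60 to 7.31), Hr4 6.10 (5.74 to 6.48), Br-c 5.68 (5.55 to 5.82), Ftz-f1 4.90 (4.60 to 5.23), E74 3.19 (3.03 to 3.35), and EcR 3.05 (2.90 to 3.21). Hr38 had 2.44 from 12 and 46 UMIs, E75 2.01 (1.89 to 2.12), Hr39 1.12 (0.97 to 1.27), Hr96 0.74 (0.58 to 0.91), and USP 0.10 (-0.12 to 0.32). The median of the ecdysone response genes moved most with DESeq2 size factors, to 1.89. Under edgeR TMM factors, USP and Hr96 fell, at -1.01 and -0.37, Hr39 was level, at 0.01, and E75 was at 0.89. Over E8D, the ratios of 1LM were smaller for 8 of the 11 genes, with 1.18 (1.04 to 1.31) for EcR, 1.29 (1.15 to 1.42) for E74, 2.47 (2.39 to 2.54) for Br-c, 4.02 (3.65 to 4.41) for Ftz-f1, 5.34 (5.01 to 5.68) for Hr3, and 1.52 (1.39 to 1.66) for Hr4, while E75, at 0.77 (0.65 to 0.90), and Hr39, at -0.07 (-0.23 to 0.08), did not reach 2-fold. They were larger for Hr96, 2.17 (1.82 to 2.53), USP, 1.07 (0.71 to 1.46), and Hr38, 2.59 (1.14 to 4.53). The median of all genes for this step was 0.94 over 11072 genes, and under edgeR TMM factors EcR, E74, Hr4, and USP no longer reached 2-fold, at 0.35, 0.46, 0.70, and 0.25.

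**Figure D2:**
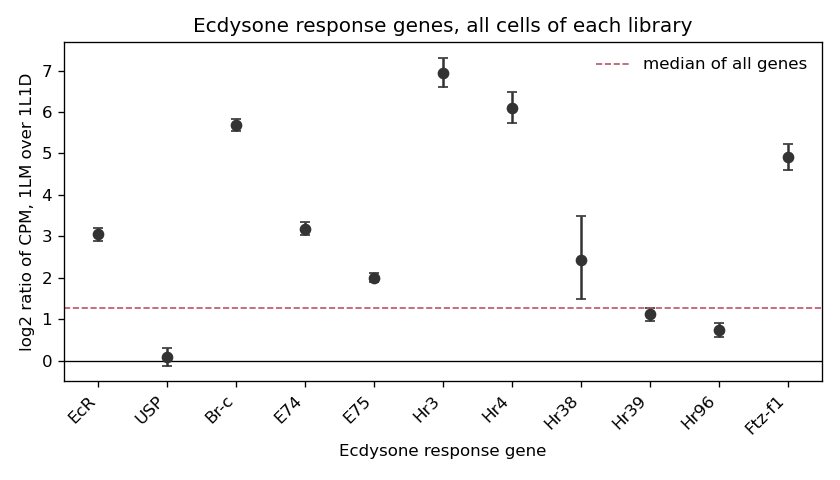
Log2 ratio of CPM, 1LM over 1L1D (vertical axis), of 11 ecdysone response genes (horizontal axis) over all kept cells. Points show the ratio, error bars its 95% interval from counting, and the dashed line the median of all genes; Hr3 is highest and USP lowest, and with edgeR TMM factors USP and Hr96 lie below 0.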

Remarkably, many core members of the 20E signaling pathway were highly expressed at 1LM, including its receptor EcR and response factors Hr3, E74, Br-c, and Ftz-f1. The crucial roles of these factors in regulating intracellular processes such as cell autophagy, cell dissociation, and cell regeneration in other tissues of *B. mori* have been studied in depth; therefore, we were not surprised that the 20E signaling pathway is the key regulator of intracellular remodeling of SG cells. In addition, some other pathways related to cell autophagy were also identified, including the Hippo, MAPK, and Lysosome pathways (Fig. 6f; Supplementary Data 12). Although experiments are necessary to further verify their roles in remodeling SG cells, these results collectively provide important insights into the regulation of SG cell growth during early development.

### Spatiotemporal regulation of silk protein synthesis

Of the three functional regions of the SG, only the MSG and PSG are known to have the ability to synthesize silk sericin and fibroin, respectively. However, the genes involved in the regulation of silk protein synthesis have never been analyzed at the single-cell level. To gain deeper insights into the spatiotemporal regulation of silk protein synthesis, we analyzed the markers in those clusters belonging to the MSG and PSG.

Within the cell types of MSG, the sericin protein-coding genes *Ser1* and *Ser2* were expressed at high levels in SPSs and SPCs, while *Ser3* was not identified as a marker gene in any of the 10 cell types. 

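Ser1 had 1549 CPM (1501 to 1598) in SPS-like cells of 1L1D, a log2 ratio of 1.43 (1.37 to 1.48) to the other cells, and 1.30 (1.18 to 1.42) at 1LM. With all deposited barcodes, these ratios were -1.94 and -1.28 for Ser1. In SPC-like cells of 1LM, Ser1 had 1.82 (1.67 to 1.96) and Ser2 1.86 (1.84 to 1.88), at 28535 CPM. Ser2 in SPS-like cells had 1.35 (1.32 to 1.38) at 1L1D, which was 0.94 for Ser2 with the silk protein genes left out of the clustering, and 0.57 (0.55 to 0.59) at 1LM. Set against all 3 libraries, after the data were seen, SPS-like cells had 0.23 for Ser1 at 1LM, and for Ser2 0.37 at 1L1D and 1.73 at 1LM.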

We found that *Ser3* was expressed at very low levels in SPSs and SPCs (Fig. 7a, Supplementary Data 13), which is not surprising because *Ser3* has been proven to be expressed abundantly only in the MSG of last instar larvae^52^. 

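The 3 rows named Ser3 together had 221 UMIs in SPS-like cells of 1L1D, or 87.0 CPM, and 81.5 CPM in SPC-like cells. In ASG-like cells of 1L1D they had 18 UMIs. At 1LM they had 5 UMIs in SPS-like cells and 1 in SPC-like cells. 1 of these rows led the SPS-like cluster of 66 cells, so the value in SPS-like cells depends in part on the clustering.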

Immunofluorescence staining further confirmed the distribution of Ser1, Ser2, and Ser3 (Fig. 7b). *Ser4*, a newly identified gene encoding sericin protein 4^53^, was expressed at high levels in SPSs and SPCs. These results indicate that the synthesis of the sericin proteins is differentially regulated in MSG cells. In particular, SPSs seem to be the major cell type synthesizing sericin, as this cluster expresses all three genes (*Ser1*, *Ser2*, and *Ser4*) at E8D, 1L1D, and 1LM. The GO analysis of SPSs showed that marker genes of this cluster were enriched in “Formation of the cytoplasmic translation initiation complex” and were mainly different splice isomers of eukaryotic translation initiation factor 3 (eIF3) that play a central role in regulating protein synthesis^54^ (Fig. 7c; Supplementary Data 14). 

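7 genes of eukaryotic translation initiation factor 3 were compared between the SPS-like cells and the other cells of 1L1D, and all were higher by less than 2-fold. LOC733122 had the highest log2 ratio, 0.84 (0.68 to 0.99), with 171 CPM (155 to 188), and LOC692936 the lowest, 0.25 (0.12 to 0.38). eIF3c, eIF3h, eIF3g, and eIF3i had 0.60, 0.38, 0.32, and 0.31, and LOC733116 0.61.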

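Fkbp46 was a naming marker of the FPS-like clusters, so its level outside the SPS-like cells depends on the names. At 1L1D, it was higher in SPS-like cells than in the other cells, at 203 CPM (186 to 221) against 82.8 CPM (78.4 to 87.4) and a log2 ratio of 1.29 (1.14 to 1.44). At E8D and 1LM the log2 ratios were -0.38 (-0.49 to -0.26) and 0.95 (0.83 to 1.08), both under 2-fold. The ratio of Fkbp46 to the cells of all 3 libraries, chosen after the data were seen, was -0.44 at 1L1D and 1.42 at E8D.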

*Fkbp46* is another interesting marker of SPSs that may be involved in regulating sericin synthesis, as it not only binds DNA but also binds proteins through its acidic domain^55^. SPCs are considered to play important roles in the MSG during molting, and many members or downstream targets of the 20E and Hippo pathways were expressed at high levels in SPCs, including *E75*, *Br-c*, *Hr3*, *Hr39*, *Hr4*, and *Ftz-f1* in the 20E signaling pathway and *yki*, *Diap1*, and *E2F1* in the Hippo signaling pathway (Supplementary Data 1). 

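In SPC-like cells of 1LM, Br-c had 5426 CPM (5261 to 5595) against 1016 CPM (999 to 1034) in the other cells, a log2 ratio of 2.42 (2.37 to 2.47), and Hr39 had 2.41 (2.19 to 2.62). Ftz-f1, Hr4, and E2F1 were higher by less than 2-fold, at 0.64 (0.40 to 0.87), 0.29 (0.08 to 0.49), and 0.81 (0.46 to 1.15). E75 and Hr3 were lower, at -0.32 (-0.61 to -0.05) and -0.35 (-0.53 to -0.18), and Diap1 had 0.03 (-0.21 to 0.26). Hr4 was at -0.43 on 1000 variable genes and 15 principal components. These ratios are to the other cells of 1LM. To the cells of all 3 libraries, a reference chosen after the data were seen, Hr3, Hr4, Ftz-f1, and E2F1 passed 2-fold, at 1.17, 1.56, 2.07, and 1.49, while E75 and Diap1 had 0.48 and 0.35.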

Interestingly, *sage* was expressed at high levels in SPSs and ERSSs. 

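At E8D, sage had 737 CPM in SPS-like and 423 CPM in ERSS-like cells, against 392 CPM in LSF-like and 260 CPM in FPS-like cells. At 1LM, SPS-like cells had 808 CPM.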

Sage regulates the regional specificity of silk protein gene expression by competing with SGF1 for FKH-1 and thereby negatively regulating *Dfd*^56^, suggesting that *sage* is involved in sericin protein synthesis. 

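At 1LM, Ser2 UMIs were found in nearly every cell of each type, so the share of cells with a UMI does not separate the types. After thinning to 1000 UMIs, it was 95.7% in ECR-like, 94.1% in CM-like, 94.9% in FPC-like, and 84.4% in FPS-like cells, with 147, 70, 72, and 13 cells left out. Unthinned, it was 99.6%, 99.5%, 99.6%, and 97.8%, at median depths of 1648, 1253, 1728, and 1693 UMIs. These types held 12384 Ser2 UMIs in 1347 ECR-like, 2040 in 222 CM-like, and 6795 in 753 FPC-like cells, a like number per cell. Free RNA of the suspension may therefore be their source, which was not tested for Ser2. DRR-like cells held more, 39208 UMIs in 2380 cells. Ser2 had 4721 CPM in ECR-like, 5387 in CM-like, and 4711 in FPC-like cells, below the other cells of 1LM by log2 ratios of -1.10 (-1.13 to -1.07), -0.76 (-0.83 to -0.70), and -1.02 (-1.06 to -0.99). DRR-like cells, whose cluster had Ser2 among its leading genes, had 14660 CPM (14515 to 14805), with 0.95 (0.93 to 0.97), and 0.84 with the silk protein genes left out of the clustering. These ratios lay near 2-fold, and with all deposited barcodes Ser2 was at -0.93 in ECR-like, -1.18 in CM-like, -0.83 in FPC-like, and 1.02 in DRR-like cells. When set against all 3 libraries, after the data were seen, Ser2 was at 0.18, 0.36, 0.14, and 2.10. Ser4 could not be matched to the count tables.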

Surprisingly, *Ser2* was also detected in ASG (i.e., ECRs and CMs) and PSG (i.e., DRRs and FPCs) cells, and *Ser4* was observed in PSG cells (i.e., DRRs). We speculate that the expression of these two sericin genes is not strictly regulated during early developmental stages or that they play unknown but crucial roles in the ASG and PSG of early developmental stages.

**Fig. 7:**
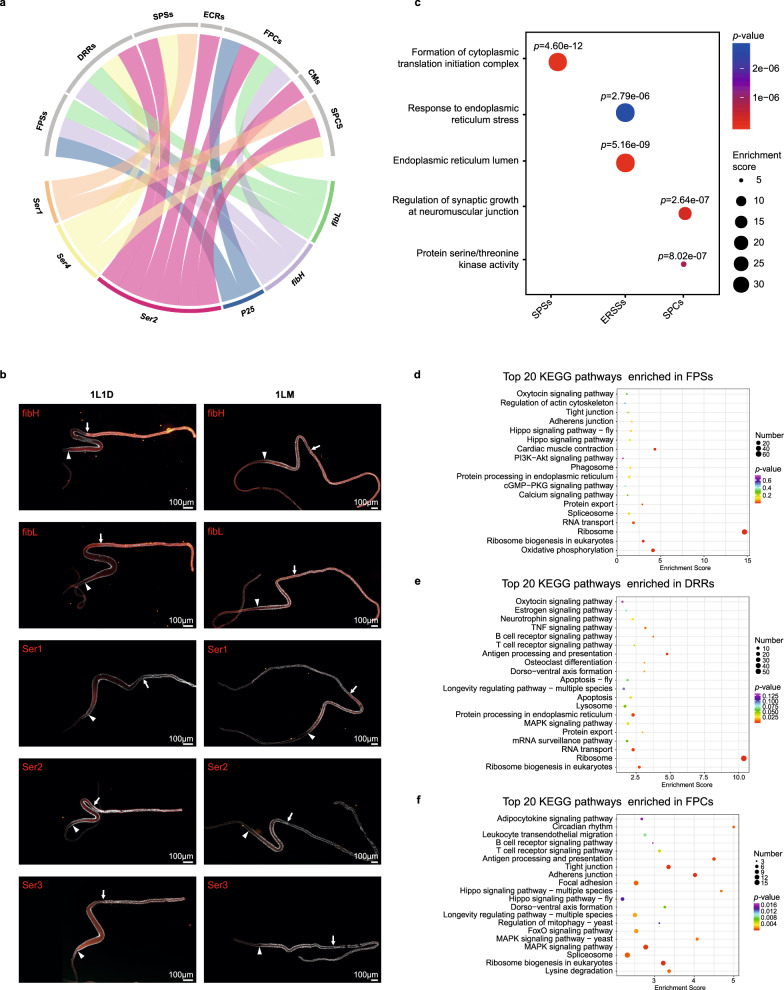
Spatiotemporal regulation of silk protein synthesis. **a** Chord diagram of the distribution of major silk protein-coding genes in each cell type. **b** Immunofluorescence staining for silk protein-coding genes in 1L1D and 1LM. The red part of the silk gland shows the location of the protein distribution. The white arrows demarcate the three regions of the silk gland. Nuclei were stained with DAPI (*n* ≥ 10 in three independent experiments). 1L1D, day 1 of the first instar; 1LM, first larval molting. **c** Representative GO terms enriched in sericin protein-synthesizing cells (SPSs), endoplasmic reticulum stress signaling cells (ERSSs), and sericin protein catabolism cells (SPCs) that regulate sericin protein synthesis. *P* values are shown in the charts are determined by multiple hypothesis testing. Source data are provided in Supplementary Data 14. **d**–**f** Top 20 KEGG pathways enriched in fibroin protein-synthesizing cells (FPSs), death and remodeling regulation cells (DRRs), and fibroin protein catabolism cells (FPCs) that regulate fibroin protein synthesis (*p* < 0.05). *P*-value was calculated by the hypergeometric distribution. Color gradients indicate the range of *p*-values. The *p*-values of each pathway are provided in Supplementary Data 15.

Within the cell types of PSG, the fibroin protein-coding genes *fibH*, *fibL*, and *P25* were all expressed in FPSs, DRRs, and FPCs (Fig. 7a). 

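At 1L1D, the FPS-like cells had 23520 CPM of fibH, 20648 of fibL, and 318 of P25, with log2 ratios to the other cells of -0.68 (-0.70 to -0.65), 0.25 (0.23 to 0.28), and 0.78 (0.57 to 0.98). With the silk protein genes left out of the clustering, the ratios in FPS-like cells were 2.06 for fibH, 2.32 for fibL, and 2.65 for P25. At E8D, fibL and P25 were higher in FPS-like cells, by 1.77 (1.73 to 1.82) and 1.97 (1.53 to 2.42), and fibH had 0.38 (0.21 to 0.55), which was 3.44 for fibH without batch correction. At 1LM, fibH was higher in FPC-like cells, with 1.27 (1.25 to 1.29) at 28044 CPM, while fibL and P25 there had 0.25 (0.22 to 0.27) and 0.09 (-0.10 to 0.27). The DRR-like cells had 0.07 (0.05 to 0.09) for fibH, 0.11 (0.09 to 0.13) for fibL, and 0.46 (0.32 to 0.59) for P25. With the cells of all 3 libraries as the reference, chosen after the data were seen, fibH, fibL, and P25 in FPS-like cells of E8D had -6.95, -1.35, and -1.51, and fibH in FPC-like cells of 1LM 0.66.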

The expression levels of these three genes were significantly different in the three developmental stages, with the highest expression levels in 1L1D and the lowest in E8D. Among them, *fibH* exhibited the highest expression level, and *P25* exhibited the lowest (Fig. 3a). Immunofluorescence and fluorescence expression analyses based on transgenic GAL4/UAS lines further confirmed the distributions of *fibH*, *fibL*, and *P25* (Figs. 3b; 7b; Supplementary Fig. 7). As 1L1D larvae spin silk, we then focused on FPSs (the unique cell type enriched in 1L1D) to identify the regulatory genes involved in fibroin protein synthesis and identified a large number of ribosomal genes enriched in the “Ribosome” term (i.e., *RpL3–19* and *RpS3–21*) (Fig. 7d, Supplementary Data 15), suggesting that these genes may contribute to the efficient synthesis of fibroin protein because protein synthesis requires the participation of a number of ribosomal genes. 

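The 79 genes named RpL or RpS in the tables together made up 367549 CPM in FPS-like cells of 1L1D. ERSS-like cells of that stage had 378119 CPM, SPS-like cells 322551, LSF-like cells 249868, and TR-like cells 170973. The fibroin-led cluster 5 had 428411 CPM.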

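Ybp, ALY, Rack1, and LOC692655 were compared between the FPS-like cells and the other cells of 1L1D. None reached 2-fold, a limit stricter than the paper's. The log2 ratios were 0.56 (0.47 to 0.64), 0.63 (0.49 to 0.77), 0.59 (0.51 to 0.66), and 0.44 (0.36 to 0.52). Rack1 had the most UMIs in FPS-like cells, 1638, or 2387 CPM. With the silk protein genes left out of the clustering, ALY and LOC692655 passed 2-fold, at 1.11 and 1.17.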

Notably, several TFs were also identified in FPSs, including Ybp, ALY, Rack1, and LOC692655, which may participate in the transcriptional regulation of fibroin protein synthesis. An interesting finding was that fibroin genes were expressed in the PSG cells of 1LM individuals (DRRs and FPCs), and many TFs that have previously been shown to regulate fibroin genes were detected in DRRs and FPCs, including SGF1, sage, and core members of the 20E signaling pathway (EcR, Br-c, Hr3, E74, E75, and Ftz-f1). In addition, the core members of the Hippo and MAPK signaling pathways, including yki, sd, Myc, Diap1, 14-3-3, and Ras, were also identified in DRRs and FPCs (Fig. 7e, f; Supplementary Data 15). Therefore, many TFs were expressed in the PSG cells of 1LM rather than 1L1D, reflecting the complexity of the stage-specific regulation of fibroin protein synthesis. Moreover, it seems more important to accurately inhibit fibroin protein synthesis during early developmental stages, which is an interesting biological phenomenon worthy of further study.

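In FPC-like cells of 1LM, Br-c had 3408 CPM (3313 to 3504) and a log2 ratio of 1.76 (1.71 to 1.81) to the other cells, and E74, EcR, and SGF1 had 1.22 (1.08 to 1.35), 1.12 (0.97 to 1.26), and 1.06 (0.97 to 1.16). On 1000 variable genes and 15 principal components, EcR and SGF1 fell just short of 2-fold, at 0.99 and 0.97. Ftz-f1, E75, and Hr3 had 0.85 (0.68 to 1.02), 0.37 (0.20 to 0.54), and 0.14 (0.03 to 0.26), with Ftz-f1 at 1.12 with all deposited barcodes. In DRR-like cells, none of the 7 genes reached 2-fold, with SGF1 highest at 0.40 (0.32 to 0.49), E75 at 0.21 (0.07 to 0.35), Hr3 at -0.02 (-0.11 to 0.07), Br-c at -0.32 (-0.38 to -0.26), and Ftz-f1, EcR, and E74 at -0.57, -0.63, and -0.76.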

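In FPC-like cells of 1LM, Myc had 426 CPM (393 to 461) and was at least 2-fold higher than in the other cells, and sd had a log2 ratio of 1.57 (1.39 to 1.73). Diap1, 14-3-3zeta, and 14-3-3epsilon had 0.10 (-0.07 to 0.27), -0.36 (-0.46 to -0.26), and -0.65 (-0.79 to -0.52). In DRR-like cells, sd was lower, at 59.8 against 124 CPM and -1.05 (-1.30 to -0.82), though -0.93 for sd with doublets removed. Myc, Diap1, 14-3-3zeta, and 14-3-3epsilon had 0.06 (-0.09 to 0.21), 0.25 (0.12 to 0.38), 0.22 (0.15 to 0.28), and 0.06 (-0.02 to 0.15). The genes yki and Ras were not matched, since yki is not in the tables under that name and Ras could stand for several rows.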

## Discussion

In this study, we report a comprehensive single-cell transcriptomic atlas of 14,972 high-quality cells filtered from three SG samples of *B. mori* during early development. This atlas is composed of 10 distinct cell types that correspond to three regions of the *B. mori* SG. Our work contributes valuable information about (1) the heterogeneity of SG cells at early developmental stages, (2) the possible biological functions of each cell type in the three regions of the SG, (3) the developmental trajectories of SG cells, (4) the gene expression status in SG cell types, and (5) the spatiotemporal regulation of SG development and silk protein synthesis during the embryonic and early larval stages. These findings provide insights into the SG at single-cell resolution.

The SG of *B. mori* has obvious divisions in structure and function and is generally divided into three anatomically and physiologically distinct regions, the ASG, MSG, and PSG^12^. Only the MSG and PSG are known to synthesize sericin and fibroin proteins (two major components of silk fiber), respectively, but which cells synthesize these proteins remain unknown. In this study, we determined the distribution of the major cell types in each region of the SG. Specifically, the ASG consisted of LSFs, ECRs, CMs, and TRs, the MSG was composed of SPSs, ERSSs, and SPCs, and the PSG consisted of FPSs, DRRs, and FPCs. Of the genes encoding fibroin proteins, *fibH* and *fibL* were expressed at high levels in FPSs, DRRs, and FPCs, and *P25* was highly expressed only in FPSs and FPCs, consistent with our experimental results. Among the major genes encoding sericin proteins, *Ser1* and *Ser2* were identified as markers of SPSs and SPCs, but not the E8D-specific ERSSs. Experimental evidence supported this observation and implied that ERSSs mainly perform functions other than sericin protein synthesis in the embryonic MSG. *Ser3* was not identified as a marker gene in any of the 10 cell types. Experimental analysis showed that *Ser3* was expressed at a very low level in the MSG of 1L1D and hardly detected in E8D and 1LM, suggesting that *Ser3* activity was severely inhibited in the MSG of silkworms early in development. Surprisingly, *Ser2* and the recently described sericin protein-coding gene *Ser4*^53^, were also expressed at high levels in PSG cells (i.e., DRRs). Considering previous evidence that the Ser2 and Ser4 proteins are not present in cocoon silk^23,53^, the observed high expression of *Ser2* and *Ser4* in both MSG and PSG cells implies special roles for these proteins in the SG of silkworms during early development; for example, they are likely to contribute to the mechanical properties of silks spun by early silkworm larvae, which deserves further study. Together, these findings clearly reveal the heterogeneity of SG cells and reflect that different cell types in the SG play different roles in silk protein synthesis.

Another interesting issue is the gene expression profiles in distinct cell types, which is an important foundation for understanding their biological functions in the SG. In view of this, we performed deep analysis, including pseudotime and gene-switch analysis. Many genes expressed in the cell types that were enriched in the SG of the first instar larvae were inactivated in E8D cells. Functional terms involved in developmental regulation were not enriched in the cell types characteristic of the SG in early development, including ERSSs (E8D), SPSs (E8D-1LM), and FPSs (E8D and 1L1D). These observations reflect the low activity of genes that are expressed at high levels during larval stages and suggest a functional transition of SG cells from the embryonic to larval stage, a period in which significant morphological changes occur in *B. mori*. Notably, most of the activated genes existed in the SG at 1LM. In insects undergoing metamorphosis, 20E signaling is a vital regulator of larval molting and metamorphosis^57^. We found that many core members of the 20E signaling pathway, including *EcR*, *Br-c*, *Hr3, Hr4*, *E74*, *Hr38*, *Hr39*, and *Ftz-f1*, were expressed at high levels mainly in SG cells at 1LM (i.e., ECRs, CMs, and SPCs). Among these genes, upregulated expression of *Ftz-f1* and *Hr39* is essential for tissue removal by initiating cell apoptosis during metamorphosis, while *EcR, E74, E75* and *Br-c* induce autophagy to remodel larval tissues^58^. In addition, “Lysosomes” and “Autophagy” were also enriched during ecdysis. These results suggested that extensive autophagy was initiated by 20E signaling in 1LM SG cells, and thus promoted the recycling of intracellular substances and cell renewal. 20E signaling has been also shown to negatively regulate the expression of silk protein genes^59,60^. We found that the expression of silk protein genes in the SG was significantly higher at 1L1D than at 1LM, strongly suggesting an inhibitory role for 20E signaling in silk protein synthesis in SG cells during larval molting. In addition, we also identified numerous key TFs (i.e., SGF3, sage, Awh, and dimm) and signaling pathways involved in the regulation of the SG at 1LM. For example, core members of the Hippo pathway (i.e., sav, wts, yki, and sd), a key conserved signaling pathway that controls organ size during development by restricting cell growth and proliferation and promoting apoptosis^38^, were found to be highly expressed in FPSs, DRRs, and CMs at 1LM. These results imply that in SG cells, 20E signaling may cooperate with Hippo to jointly control SG development and silk protein synthesis during larval molting. Collectively, our analysis of the expression profiles of marker genes further revealed the heterogeneity of the SG cells. In-depth clarification of the identified marker genes will further promote the understanding of the regulatory mechanisms of SG development and silk protein synthesis.

In summary, we have built a single-cell atlas of the *B. mori* SG, which is composed of 10 distinct cell types distributed in the ASG, MSG, and PSG, three physiologically distinct regions of the SG, and revealed their developmental trajectories, gene expression status, and the representative marker genes involved in SG development and silk protein synthesis (Fig. 8). This study will help drive discovery forward by providing a deeper understanding of the cell composition and heterogeneity of the *B. mori* SG. The transcriptional atlas of each cluster is an informative dataset that can be used to explore the biological functions of relevant cell types. Furthermore, these efforts will provide a valuable resource for future studies that use the *B. mori* SG as an experimental model and thus accelerate studies on the development of silk-producing organs, the mechanism of silk protein synthesis, and even the genetic modification of silk using cell-type-specific marker genes.

**Fig. 8:**
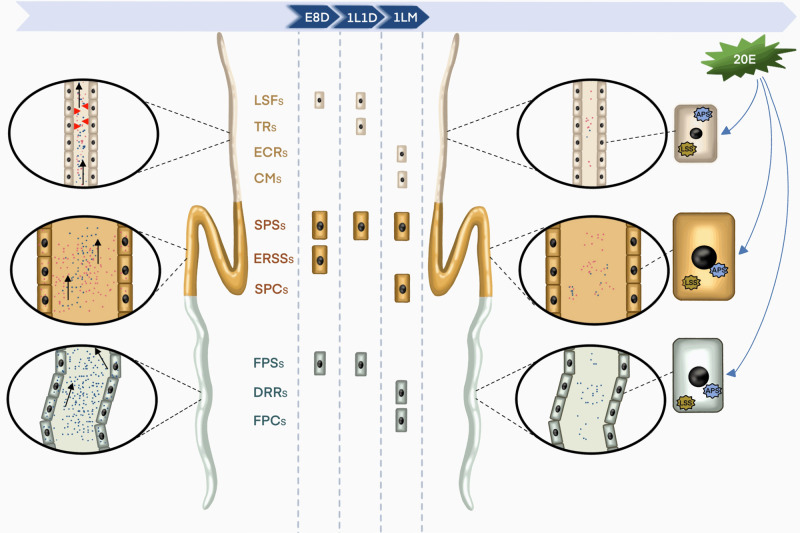
Depicting the composition of major cell types in silkworm silk glands. Cell types in the anterior silk gland, middle silk gland, and posterior silk gland are distinguished in light brown, gold, and white, respectively. Liquid silk fibrosis cells (LSFs), sericin protein-synthesizing cells (SPSs), endoplasmic reticulum stress signaling cells (ERSSs), and fibroin protein-synthesizing cells (FPSs) appeared at E8D; LSFs, SPSs, FPSs, and traction forces cells (TRs) appeared at 1L1D; SPSs, FPSs, epithelial cell remodeling cells (ECRs), chitin metabolism cells (CMs), sericin protein catabolism cells (SPCs), death and remodeling regulation cells (DRRs), and fibroin protein catabolism cells (FPCs) appeared at 1LM. Interestingly, ERSSs were E8D-specific, TRs were 1L1D-specific, and ECRs, CMs, SPCs, DRRs, and FPCs were 1LM-specific. The black arrow represents the direction of silk protein transport and the red arrowhead represents shear force. Magnified images of the corresponding silk glands are shown in black panes (both sides). An enlarged view of single cell at 1LM modulated by 20E signaling is shown on the right. Blue dots: silk fibroin; red dots: sericin; APS: autophagosome; LSS: lysosome. E8D 8 days post-egg laying, 1L1D day 1 of the first instar, 1LM first larval molting.

## Methods

### Single-cell suspension preparation and RNA sequencing

*B. mori* (*Nistari* strain, which was obtained from Silkworm Gene Bank of Southwest University, Chongqing, China) embryos developed to E8D, 1L1D larvae, and 1LM larvae were maintained under standard laboratory conditions and collected to obtain SG samples. SG samples from each developmental stage were composed of a mixture of ~2000 intact SGs to ensure sufficient materials for subsequent cell dissociation. Tissues were separately dissociated and then resuspended in 1 mL PBS (Sangon Biotech, China) containing 0.04% BSA (Beyotime, China). After the cell viability test, single-cell separation, complementary DNA amplification and library construction were performed according to the manufacturer’s protocol for Chromium Single-cell 3′ Kits (10× Genomics). The libraries were then sequenced on the Illumina sequencing platform (NovaSeq 6000), and 150 bp paired-end reads were generated.

### Data preprocessing and analysis

The Cell Ranger software pipeline (version 3.1.0) provided by 10× Genomics was applied to demultiplex the cellular barcodes, map reads to the reference genome (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/151/625/GCF_000151625.1_ASM15162v1/GCF_000151625.1_ASM15162v1_genomic.fna.gz) and transcriptome using the STAR aligner, and downsample reads as required to generate normalized aggregate data across samples, generating a matrix of gene counts versus cells. Then, the unique molecular identifier (UMI) count matrix was fed into the R package Seurat^16^ (version 3.1.1) for downstream processing. To remove low-quality and likely multiplet cells, which is a major concern in microdroplet-based experiments, we assumed that the ratio of UMI counts versus gene counts per cell would follow a Gaussian distribution and estimated the mean and standard deviation. Any cell with a ratio the deviated from the mean value by at least two s.d. was discarded. Further, any cells with >30% of counts from mitochondrial genes were removed. After these quality-control steps, single cells were retained for downstream analyses. Library size normalization was then performed using the *NormalizeData* function in Seurat to obtain the normalized count. Specifically, the global-scaling normalization method “LogNormalize” was used, where gene expression was normalized by the total expression of each cell and multiplied by a scaling factor (10,000 by default), with the results log transformed.

Next, the most variable genes were selected using the *FindVariableGenes* function (mean.function = FastExpMean, dispersion.function = FastLogVMR)^61^. Batch effects were removed by applying the mutual nearest neighbors (MNN) approach [Haghverdi^62^] using the batchelor package in R. Cells were then clustered according to their gene expression profile by using the *FindClusters* function in Seurat. Cells were visualized by using the 2-dimensional uniform manifold approximation and projection (UMAP) algorithm, which further reduces dimensionality, with the Seurat function *RunUMAP*. The Seurat Findallmarker function (test.use = bimod, logfc.threshold = 0, min.pct = 0.25) was used to identify preferentially expressed genes between clusters. Especially, Padj was calculated based on Bonferroni correction. Differentially expressed genes (DEGs) for clusters of interest were identified using the *FindMarkers* function (test.use = MAST, min.pct = 0.1). A *p* value < 0.05 and |log_2_ fold change |> 0.58 were set as the thresholds for statistically significant differences. Detailed information corresponding to gene IDs of all marker genes mentioned in the text are summarized in Supplementary Data 16. GO enrichment and KEGG pathway enrichment analysis of DEGs were respectively performed using R based on the hypergeometric distribution.

### Pseudotime analysis

Single-cell developmental pseudotime was determined using the R package Monocle2 (version 2.9.0)^25^. The raw count matrix was first converted from a Seurat object into a CellDataSet object with the *importCDS* function in Monocle, and the *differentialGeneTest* function in Monocle2 was then used to select genes (qval < 0.01) that were likely to be informative for ordering cells along the pseudotime trajectory. Dimensional reduction clustering analysis was performed with the *reduceDimension* function, followed by trajectory inference using the *orderCells* function with default parameters. Gene expression was plotted by the *plot_genes_in_pseudotime* function to track changes over pseudotime.

### RNA velocity analysis

The spliced and unspliced reads were recounted using the Python script velocyto.py^63^ (https://github.com/velocyto-team/velocyto.py) to conduct the RNA velocity analysis. The RNA velocity values for each gene in each cell and the RNA velocity vector with reduced dimensionality were calculated using the R package velocyto.R (version 0.6). Velocity fields were projected onto the UMAP plot generated in the previous step.

### Gene-switch analysis

Gene-switch analysis was performed to discover the order of gene expression and other functional events during cell state transitions at single-cell resolution. First, gene expression data were binarized into 1 (on) or 0 (off) states with the *binarize_exp* function in the Gene-switch package^64^ (version 0.1.0) (fix_cutoff = TRUE, binarize_cutoff = 0.05). Specifically, a mixture model of two Gaussian distributions was fitted for each gene to calculate gene-specific thresholds for binarization. Prior to fitting, Gaussian noise with a mean of zero and standard deviation of 0.1 was added to the gene expression, which ensured numerical stability in the fitting of the gene expression. Genes that did not have a distinct bimodal “on-off” distribution were then removed. Logistic regression was then applied to model the binary states (on or off) of gene expression with the *find_switch_logistic_fastglm* function. Random downsampling of zero expression (downsample = TRUE) was used to rescue genes with high zero inflation for the prediction of switching time. Finally, the top 50 best fitting (high McFadden’s Pseudo R^2) genes were plotted along the pseudotime line.

### qRT–PCR analysis

ASG, MSG, and PSG samples were isolated from the E8D embryos and 1L1D and 1LM larvae. Total RNA was extracted from each of the SG samples using the E.Z.N.A. MicroElute Total RNA Kit (Omega Biotek, USA). cDNA templates were obtained through reverse transcription of 0.4 μg of total RNA using PrimeScript™ RT Reagent Kit (Takara, Japan). The mRNA levels of marker genes were quantified by qRT–PCR using SYBR® Premix Ex Taq™ (Takara, Japan) on QTOWER 2.0 (ANALYTIKJENA, Germany). A 20 μL mixture of 2 μL of cDNA templates, 0.8 μL of upstream and downstream primers, 10 μL of SYBR® Premix Ex Taq™, 0.4 μL of ROX Reference Dye, and 6 μL of ddH_2_O was reacted at 95 °C for 30 s for pre-denaturation; followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s; then 95 °C for 15 s, 60 °C for 1 min, and 95 °C for 15 s. *B. mori* eukaryotic translation initiation factor 4 A (*BmeIF4A*)^65^ was used as an internal control. The primers used for qRT–PCR are listed in Supplementary Table 1. All experiments were carried out with three biological replicates, and more than 200 silkworm individuals were used in the experiment. All analyses were completed using GraphPad Prism 8.0.

### Immunofluorescence analysis

The intact SGs were dissected and washed with 1 × PBS (Sangon Biotech, China), placed on a slide for fixation with 4% paraformaldehyde (Sangon Biotech, China), and permeabilized with Immunostaining Permeabilization Solution with Triton X-100 (Beyotime, China). The slides were then blocked with 5% fetal bovine serum (Beyotime, China) for 30 min, incubated with primary antibodies, all of which were commercially prepared by Zoonbio Biotechnology Co., Ltd, China, including fibH (#ZD17N03M5383), fibL (#ZD17N03M5385), P25 (#ZD17N03M5386), Ser1 (#ZD2018V002945), Ser2 (#ZD2018B002943), Ser3 (#ZD2018P002944), LOC101746180 (#ZD2021O013151), LOC101740197 (#ZD2021P013154), LOC101745308 (#ZD2021D013149), Btl (#ZD2021C013155) at a dilution ratio of 1:150 for 2 h, and then incubated with secondary antibody of anti-rat IgG (H + L) Alexa Fluor^®^ 555 Conjugate (#4417, CST, USA) at a dilution ratio of 1:150 for 1 h. Finally, the nuclei were stained with DAPI solution (Beyotime, China), and the slides were sealed with Antifade Mounting Medium (Beyotime, China) for observation. The fluorescence images were observed and analyzed using an inverted fluorescence microscope (Olympus, Japan). The antibody information is listed in Supplementary Table 2.

### Transgenic expression analysis

Transgenic silkworms harboring UAS-linked EGFP (named UEGFP) and the GAL4 transgenic silkworm strains fibH-GAL4 (HG4), fibL-GAL4 (LG4), and P25-GAL4 (PG4), in which *GAL4* gene expression was controlled by the promoters of the silk fibroin protein-coding genes *fibH*, *fibL*, and *P25*, respectively, were generated previously by our group^66^ and maintained in the State Key Laboratory of Silkworm Genome Biology, Southwest University. The hatched silkworm larvae were reared normally on mulberry leaves at 25–26 °C. Each of the GAL4 silkworms was separately crossed with UEGFP to produce and screen the corresponding offspring, termed HG4/UEGFP, LG4/UEGFP, and PG4/UEGFP. Then, GAL4/UAS individuals developed to E8D, 1L1D, and 1LM were randomly selected for dissection of the SG and detection of the EGFP expression patterns using a fluorescence stereomicroscope (Olympus, Japan).

### Statistics and reproducibility

GraphPad Prism version 8.0 was used for statistical analysis in Figs. 3a and 6b. Data are shown as mean values ± SD, three independent experiments were conducted and shown as data points in graphs. The microscopic images in Figs. 1b, 3b, 6a, c, 7b, and in Supplementary Figs. 2 and 7 are representative of more than five individuals. No statistical methods were used to predetermine sample sizes. All data sets were included in this manuscript. Randomization and blinding were used.

## Supplementary information

Supplementary Information

Peer Review File

Description for Additional Supplementary Files

Supplementary Data 1 to 16

Supplementary Software

## Data Availability

The single-cell RNA sequencing data generated in this study have been deposited in the NCBI GEO database under accession code “GSE193279” and in SRA datasets under BioProject “PRJNA795657”. Raw sequences from each sample are available under accession number PRJNA662018, with the following login numbers: “SAMN24744553”, “SAMN24744554” and “SAMN24744555”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A single-cell transcriptomic atlas characterizes the silk-producing organ in the silkworm
**Source:** Nat Commun. 2022 Jun 9;13:3316. doi: 10.1038/s41467-022-31003-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **A single-cell transcriptomic atlas characterizes the silk-producing organ in the silkworm**

Yan Ma<sup>1</sup>, Wenhui Zeng<sup>1</sup>, Yongbing Ba<sup>2</sup>, Qin Luo<sup>1</sup>, Yao Ou<sup>1</sup>, Rongpeng Liu<sup>1</sup>, Jingwen Ma<sup>1</sup>, Yiyun Tang<sup>1</sup>, Jie Hu<sup>1</sup>, Haomiao Wang<sup>1</sup>, Xuan Tang<sup>2</sup>, Yuanyuan Mu<sup>1</sup>, Qingjun Li<sup>1</sup>, Yuqin Chen<sup>1</sup>, Yiting Ran<sup>1</sup>, Zhonghuai Xiang<sup>1</sup>, Hanfu Xu<sup>1\*</sup>

**These authors contributed equally:** Yan Ma, Wenhui Zeng, Yongbing Ba

#### **This PDF file includes:**

Supplementary Figs. 1 to 7

Supplementary Tables 1 to 2

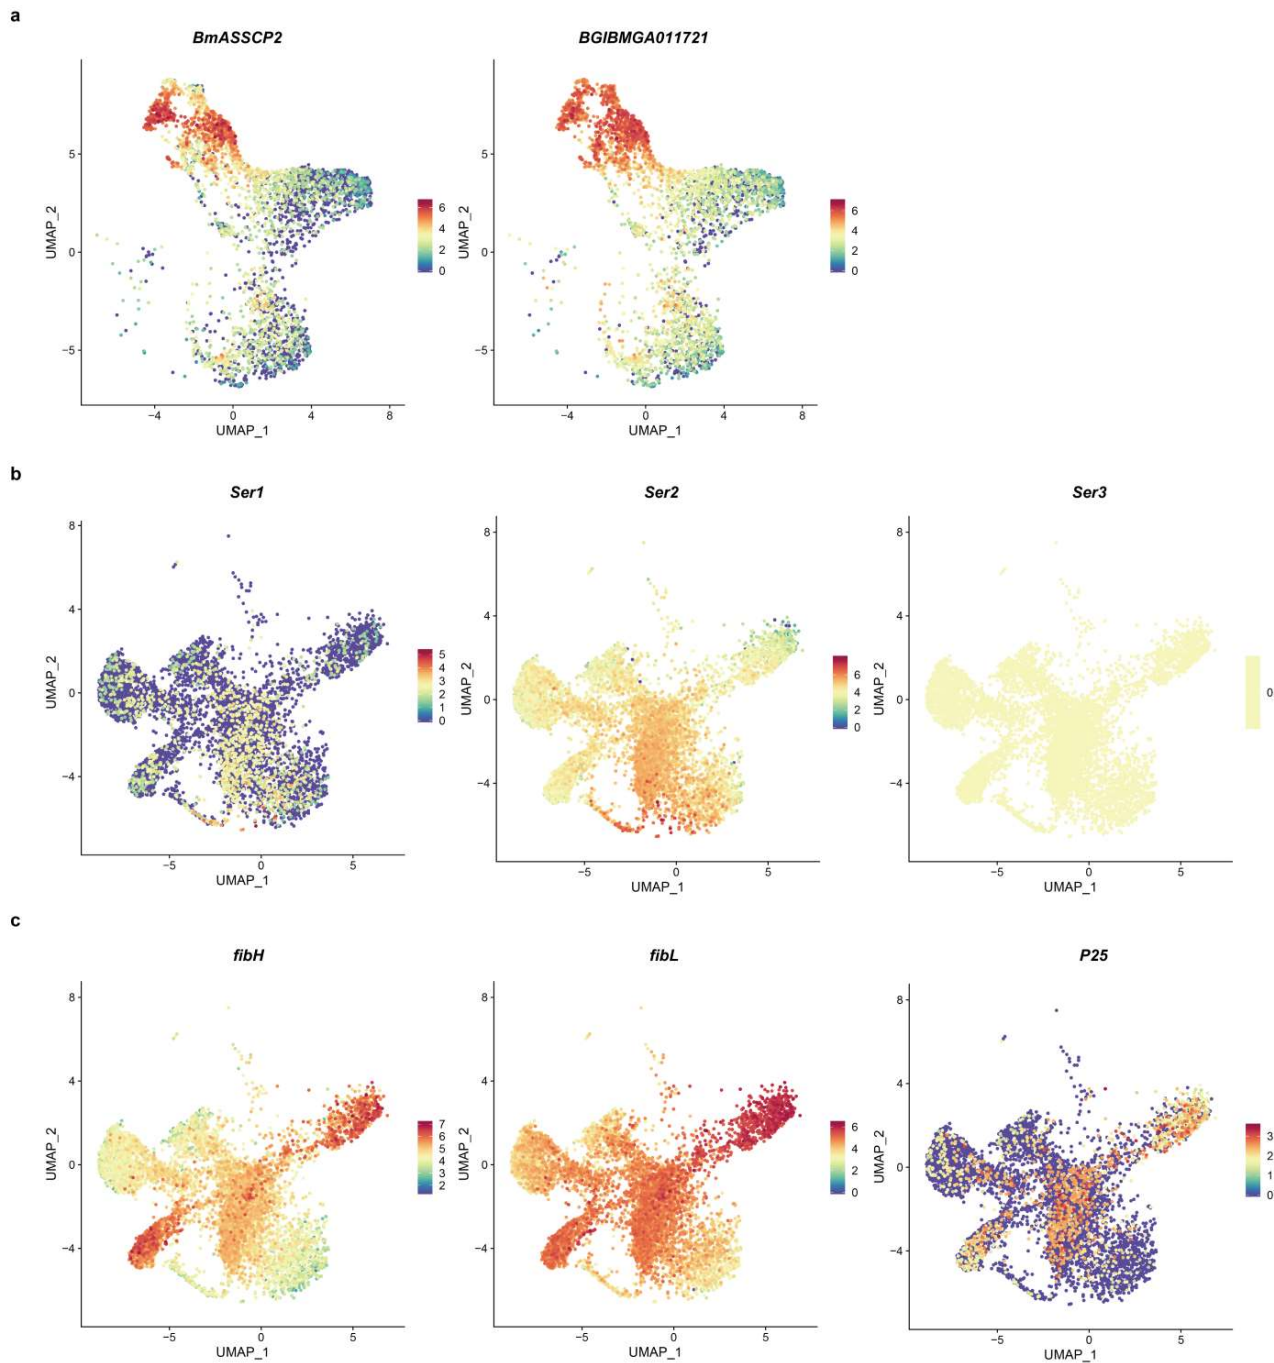

**Supplementary Fig 1. Featureplots of the expression patterns of known classic marker genes.**

(a) Featureplots of the ASG marker genes *BmASSCP2* and *BGIBMGA011721*. (b) Featureplots of the MSG marker genes *Ser1*, *Ser2*, and *Ser3*. (c) Featureplots of the PSG marker genes *fibH*, *fibL*, and *P25*.

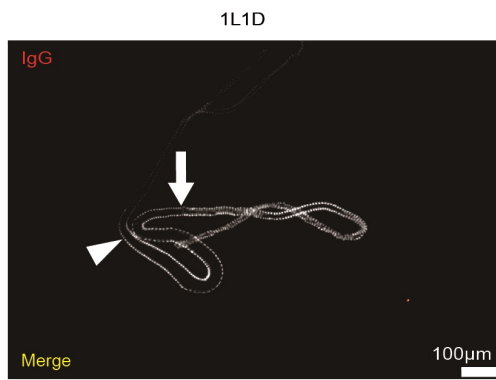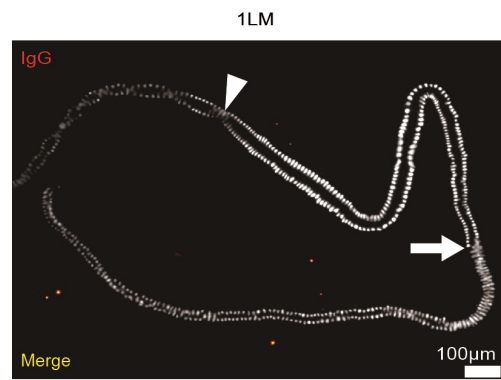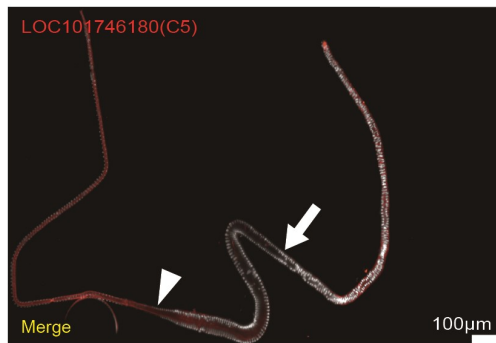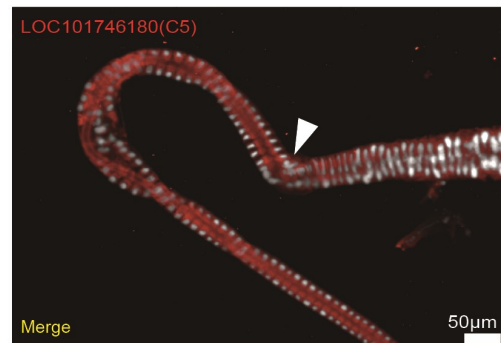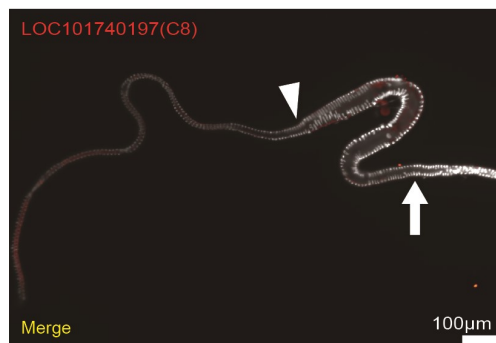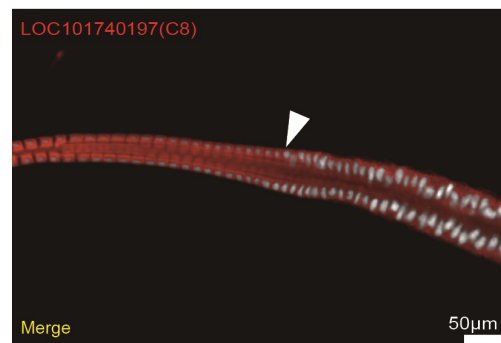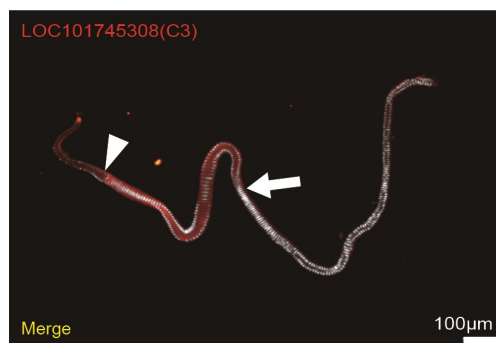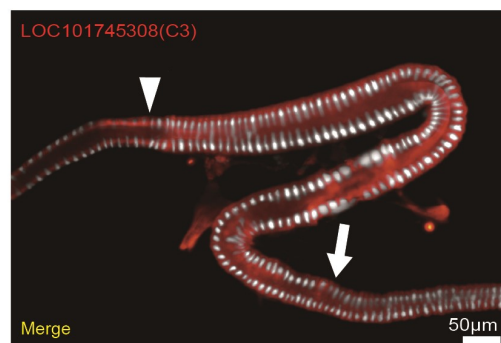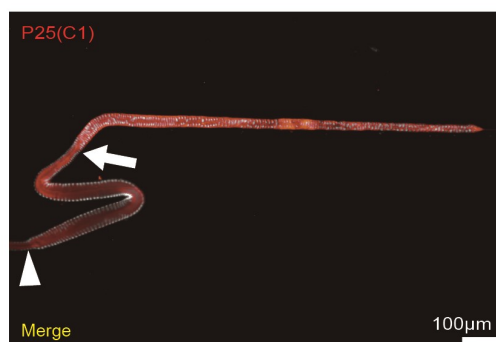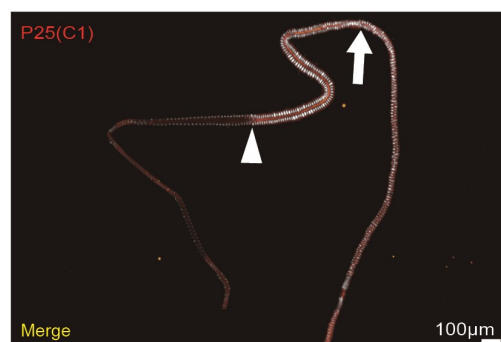

**Supplementary Fig 2. Immunofluorescence staining for selected representative marker genes in 1L1D and 1LM.** The spatial expression pattern of these specific marker genes is shown in red, nuclei were stained with DAPI (white), the arrowhead (white) indicates the boundary between the ASG and MSG, and the arrow (white) indicates the boundary between the MSG and PSG. IgG was used as a negative control.

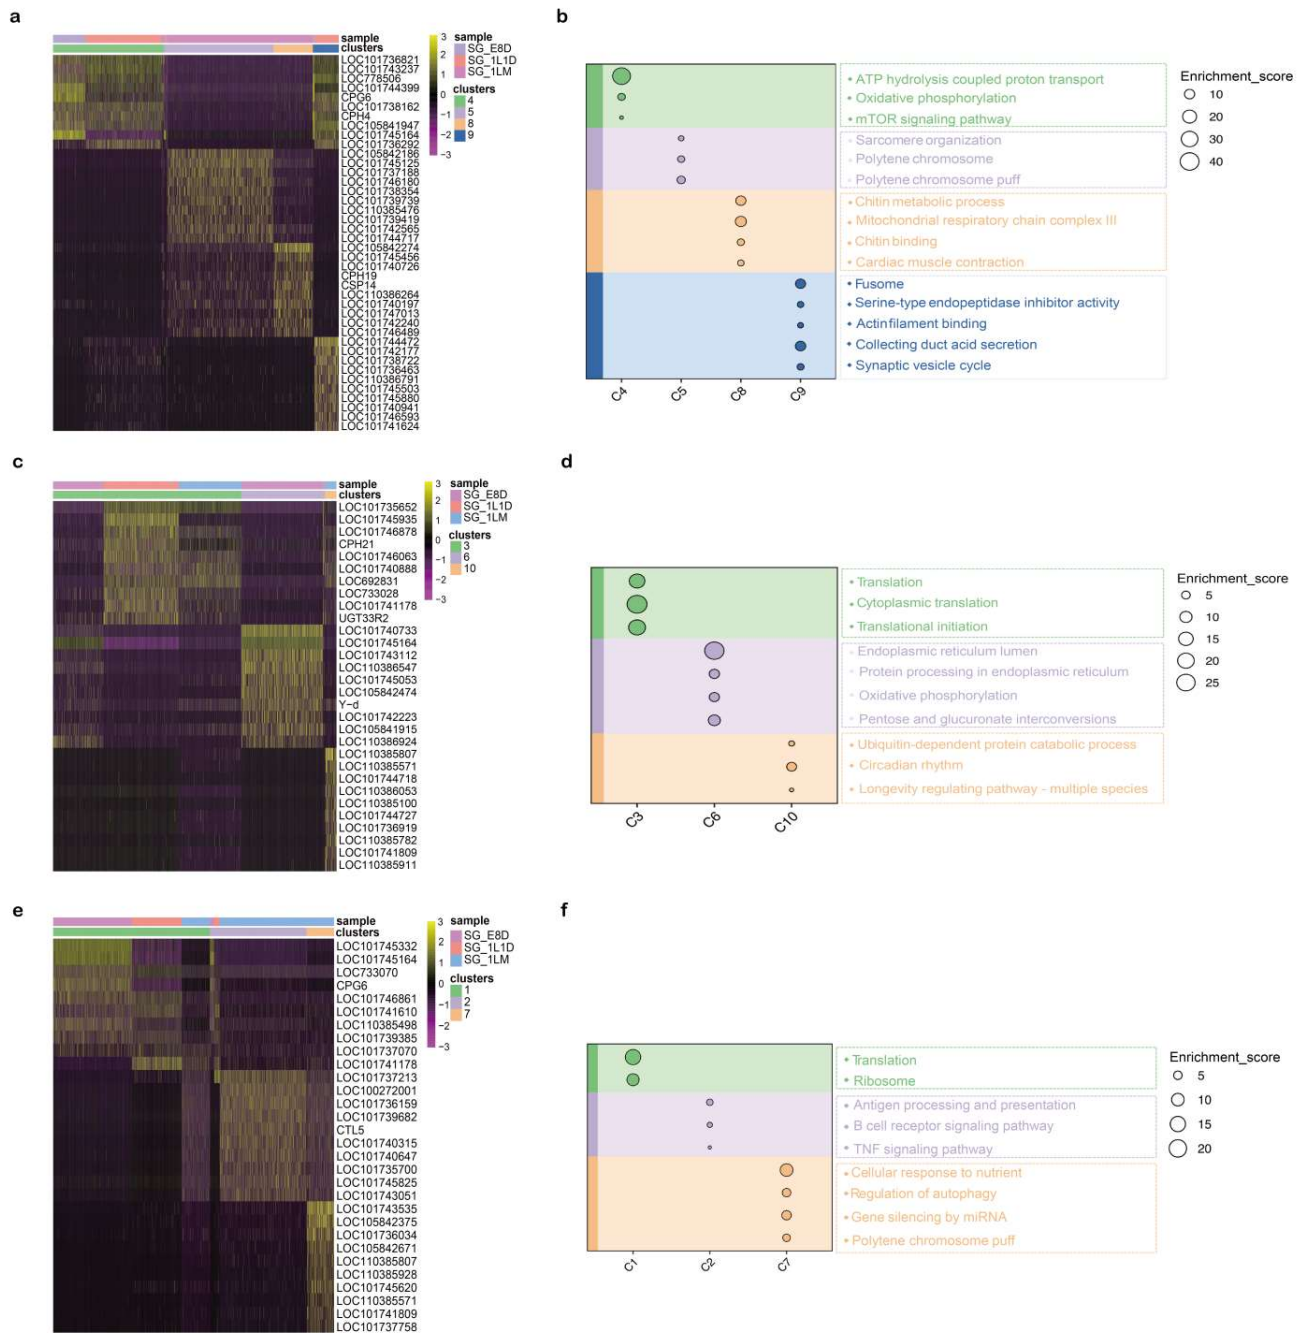

**Supplementary Fig 3. Spatiotemporal distribution of the top 10 marker genes of each cell type in the ASG/MSG/PSG.** Heatmap showing the distribution of the highly expressed genes in each cell type in E8D (a), 1L1D (c), and 1LM (e). Representative terms identified by performing an enrichment analysis of each cell type in the ASG (b), MSG (d) and PSG (f).

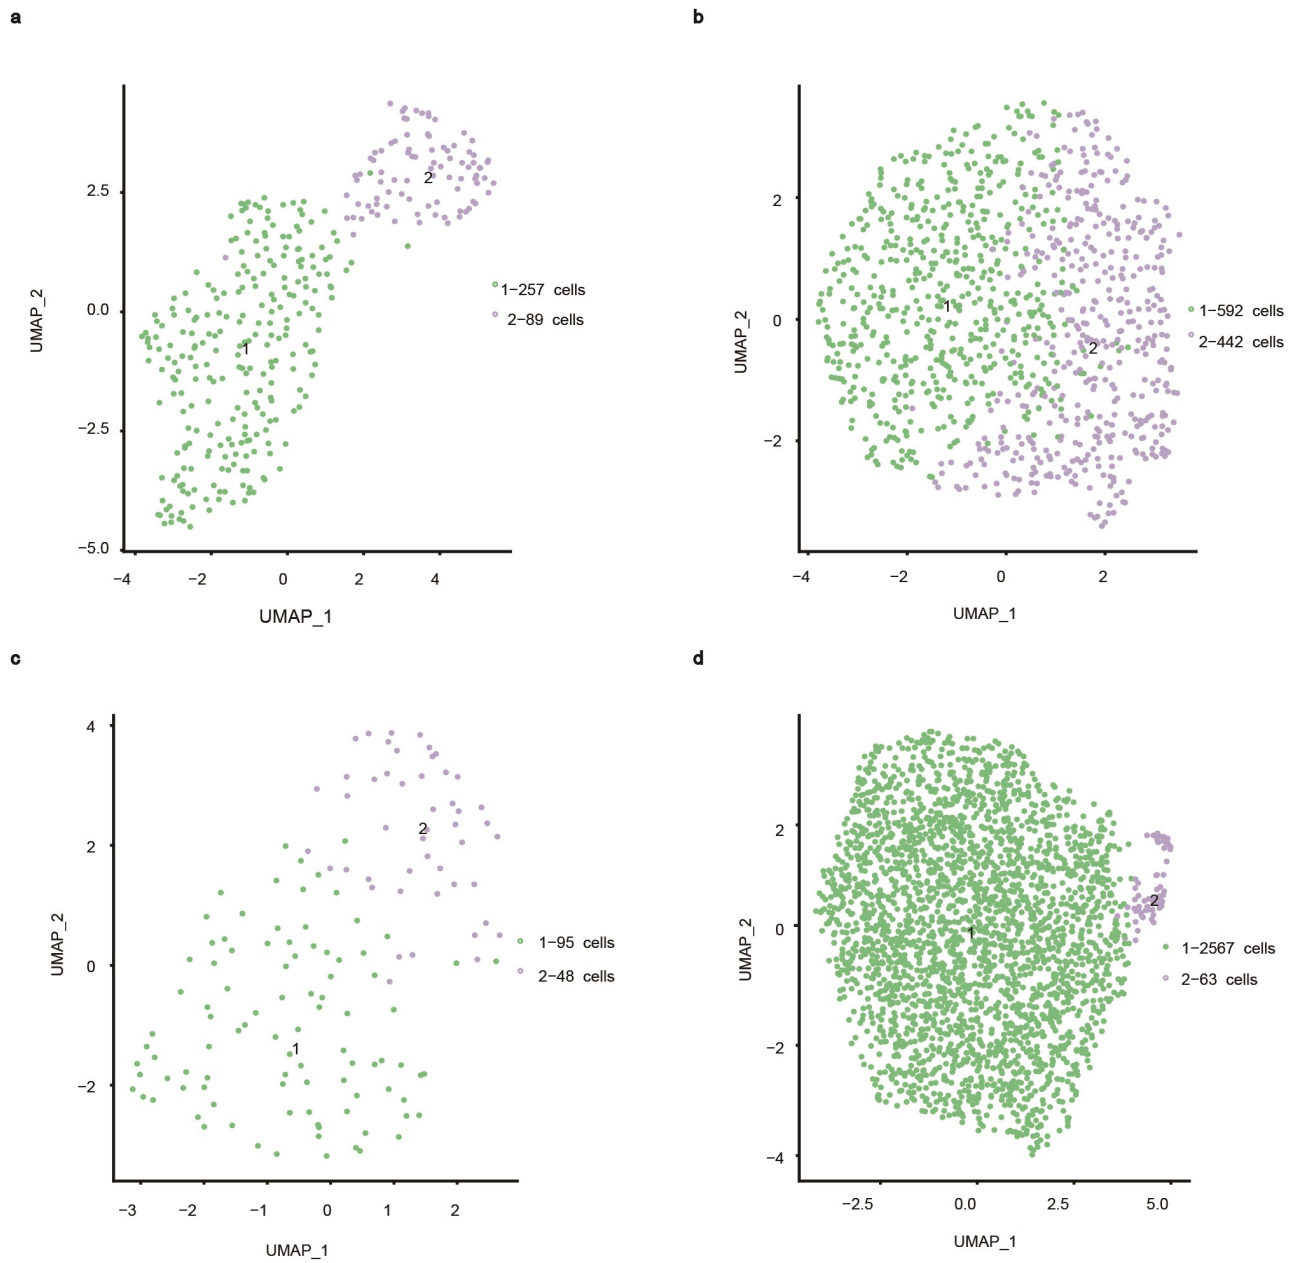

**Supplementary Fig 4. Subcluster analysis of C9 (a), C6 (b), C10 (c), and C2 (d).**

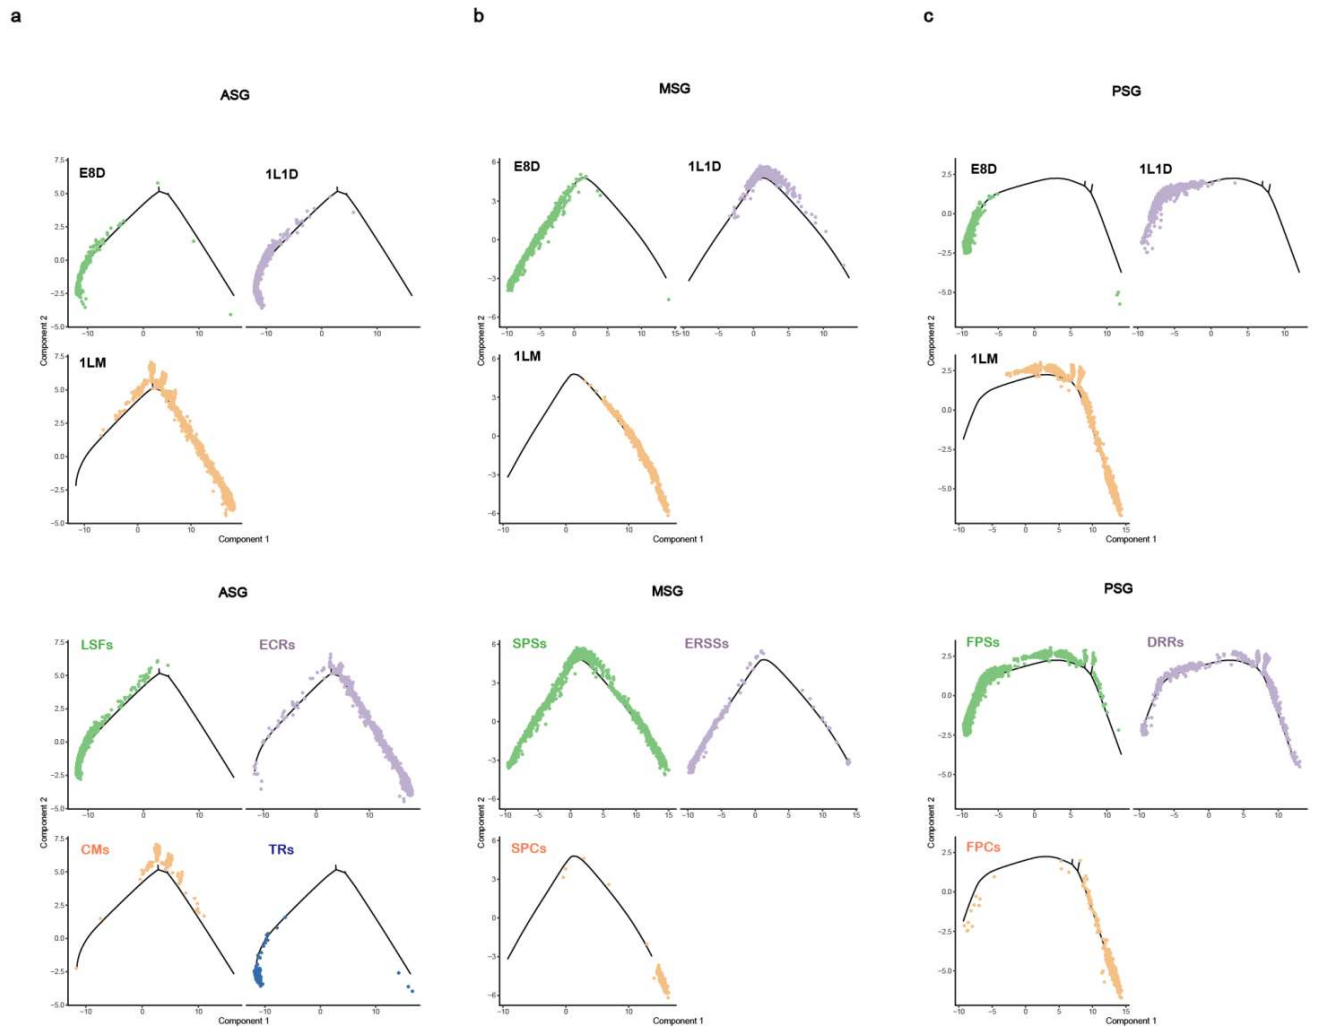

**Supplementary Fig 5. Distribution of cells in the ASG (a), MSG (b), and PSG (c) along the pseudotime trajectory.**

**a**

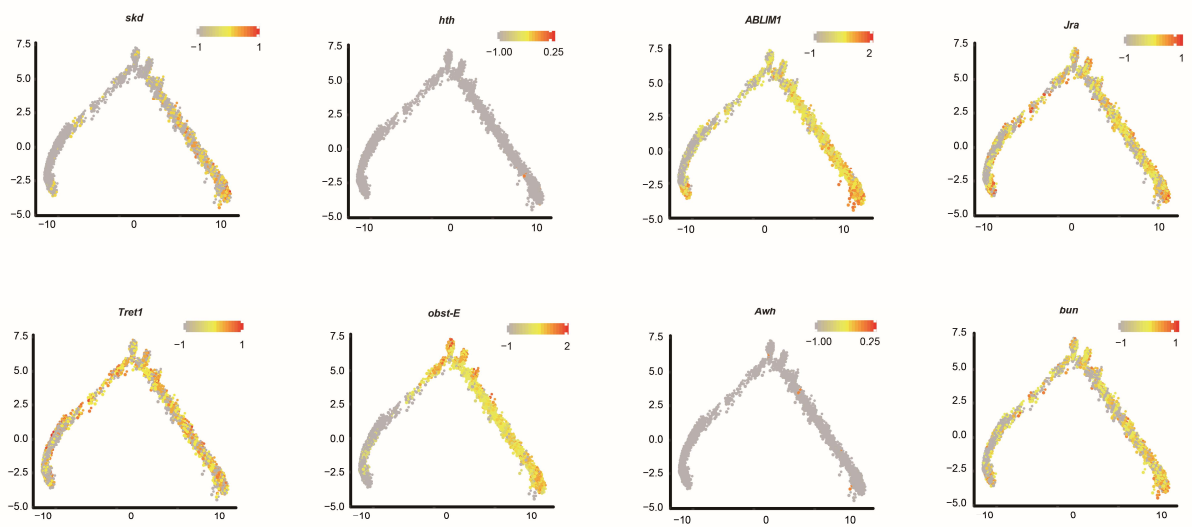

**b**

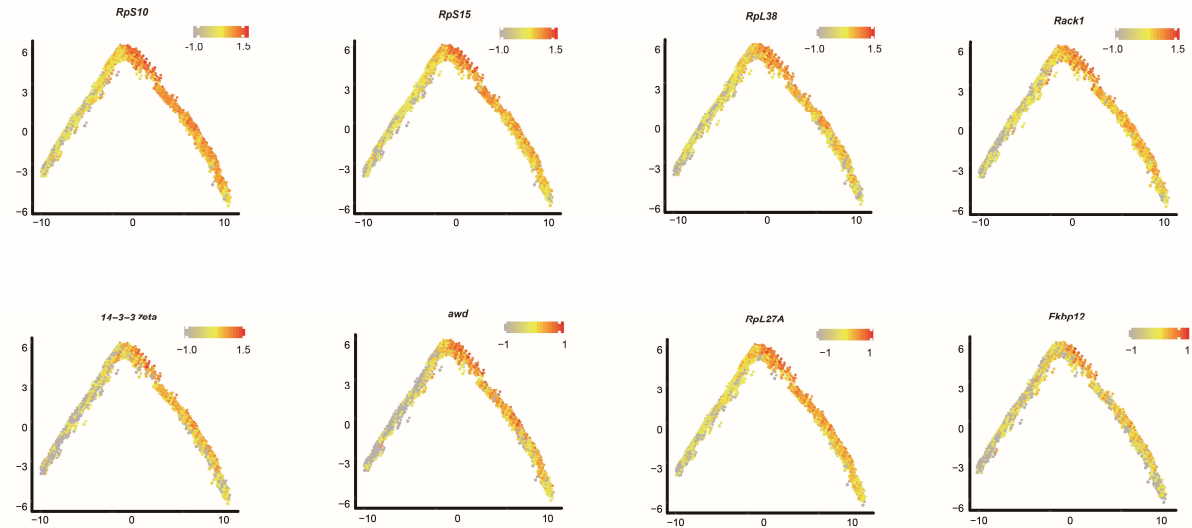

**c**

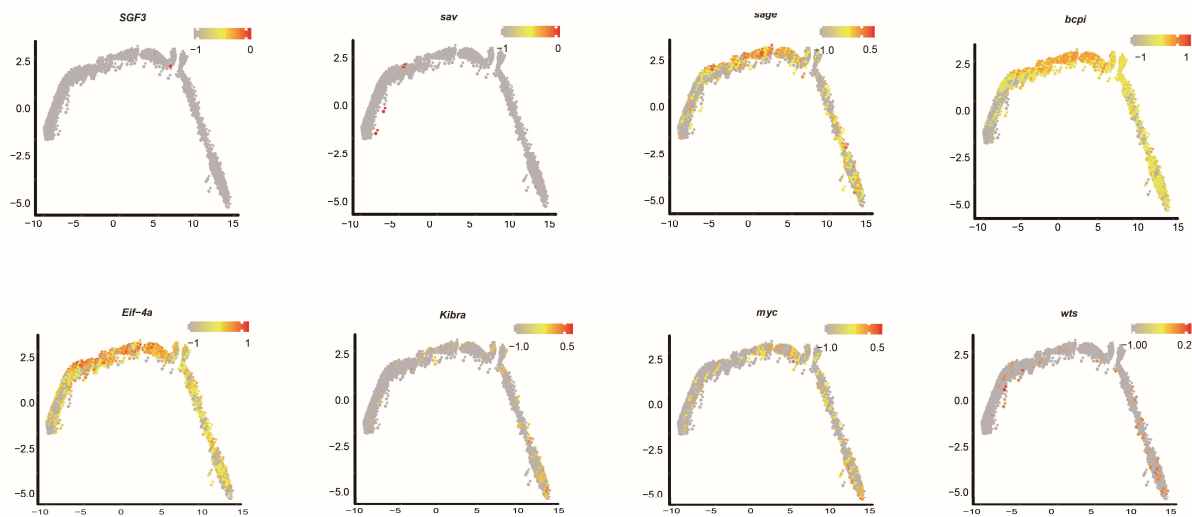

**Supplementary Fig 6. Trajectory along the pseudotime progression of representative genes that activated and inactivated genes in ASG (a), MSG (b), and PSG (c) cells.** The X-axis represents Component 1, and the Y-axis represents Component 2. The formula of this trajectory plot is  $\log_{10}(\text{value} + 0.1)$ .

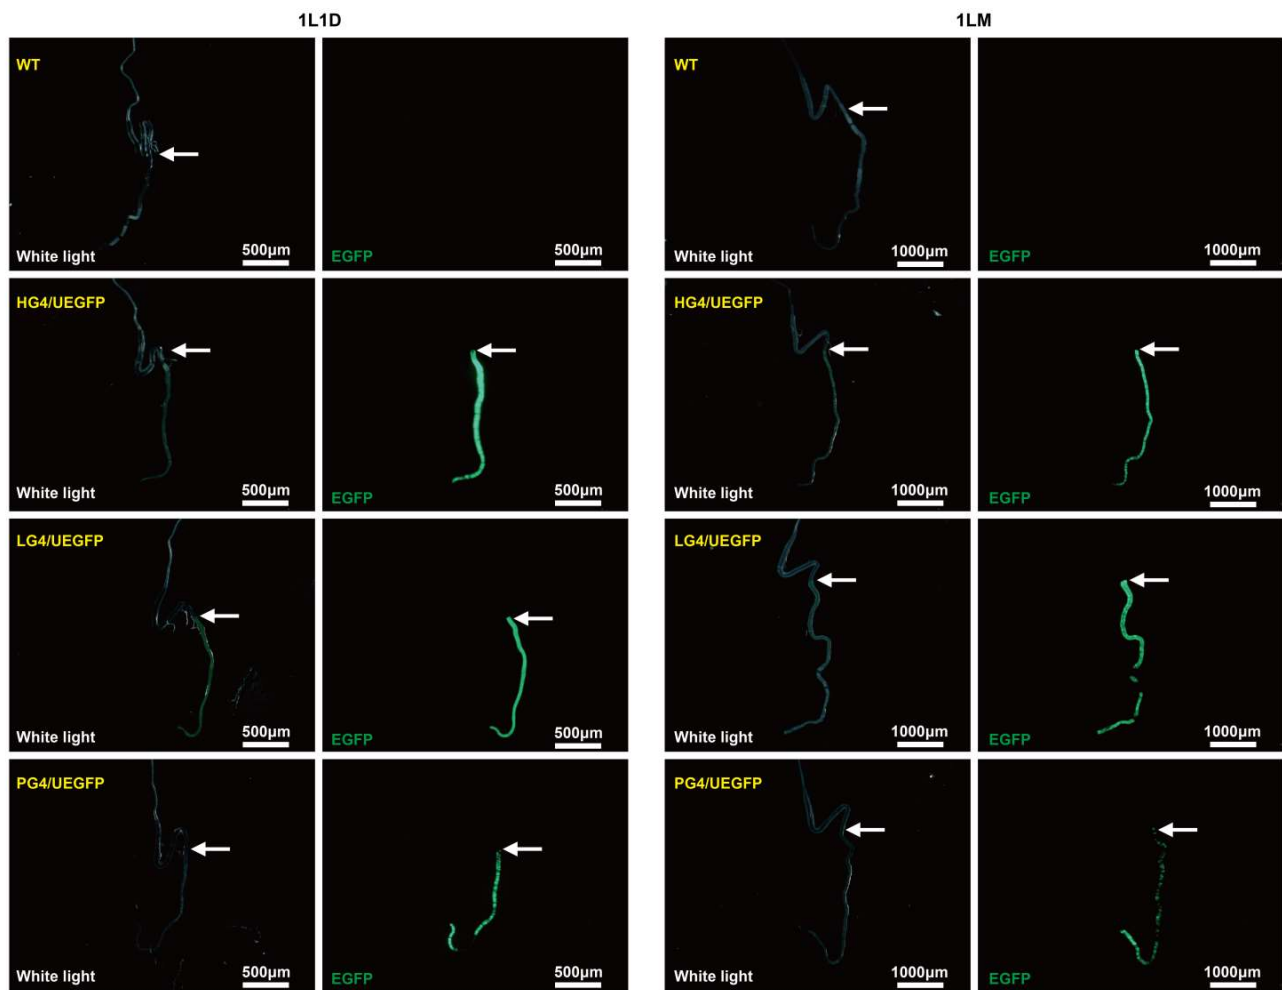

**Supplementary Fig 7. Spatiotemporal expression of silk protein genes in the SG of GAL4/UAS transgenic silkworms at 1L1D and 1LM.** Green fluorescence shows the distribution of EGFP expression driven by HG4, LG4, and PG4. The white arrow shows the boundary between the MSG and PSG.

**Supplementary Table 1. Primer sequences used for qRT–PCR analysis**

| <b>Name</b>          | <b>Forward primer sequence (5' - 3')</b> | <b>Reverse primer sequence (5' - 3')</b> |
|----------------------|------------------------------------------|------------------------------------------|
| <i>BmASSCP2</i>      | GCTTATGGGAGCGTTGTTC                      | TCCATTGCGTTCTTCTTGTTGA                   |
| <i>BGIBMGA011721</i> | GGTCGTCACTGCCACAAGC                      | CGTAGCGAGCGTATGTAGGAA                    |
| <i>LOC101746861</i>  | GGCAAAAAGGTGGAATGGA                      | AAATCGCAAACAAAAGGAAGAATG                 |
| <i>LOC101745308</i>  | TGGAGGTTCCAATTCGAGC                      | ACGCAGATAAGATACGGAGTTTC                  |
| <i>Ser1</i>          | TCCACAACCGATAAGACGAGC                    | TTTCCTTGACCAGGCTTGTGT                    |
| <i>Ser2</i>          | CCAACGATAATGATAAGCAATAC                  | TCCCCATCAGTGCTCTTCTCTAC                  |
| <i>Ser3</i>          | TACAGGTATGGCTGCGGA                       | TCATCGGAGTCCTCGTCAT                      |
| <i>Ser4</i>          | ACATTGCGATTCTTCCCACA                     | GCTGAAGCGAATAAACCGTA                     |
| <i>LOC101743237</i>  | TCAGCACTAGCAACACCCAAA                    | ACCACACACCCCAATAGAAGG                    |
| <i>LOC105841947</i>  | ATTGGAGGGTTTCAAGAGCAG                    | GTAATCGTTTATTGCCTCTCGG                   |
| <i>LOC101746180</i>  | ATTGACCCGAGTAGACCGC                      | TTCTCCCCTAAAACCGCAA                      |
| <i>fibH</i>          | CAGGGGATACGGACAAGGT                      | TTCACACAAGGCAGTGCTCT                     |
| <i>fibL</i>          | GGAGGTGGAAGAATCTATGAC                    | TGTAGGCAGCGATGTTGT                       |
| <i>P25</i>           | GGGTCTGCCCATCTTCCAC                      | CTCGCCAGCCAGTTCCTCT                      |
| <i>LOC101740733</i>  | ATTCTTTTTGTCGCTTTGGC                     | CTTCATCGTCATCTTCTCCTTTT                  |
| <i>LOC101743535</i>  | CGTAAACTCAGAGCGGCGG                      | AGACACCCAAACGATTCCATTC                   |
| <i>LOC101740197</i>  | GGAACCTCTATCAACACCCG                     | CGGGGTTACAGAAGGGTTG                      |
| <i>Btl</i>           | GTTGCTATGGGAGATAATGACGC                  | TGGTTGGCTGTGACCGTAAG                     |
| <i>LOC101744718</i>  | TGGGATTTTATGGGGAACG                      | AACAACAGAGGGCAGCGAG                      |
| <i>BmeIF4A</i>       | TTCGTA CTGGCTCTTCTCGT                    | CAAAGTTGATAGCAATTCCCT                    |

**Supplementary Table 2. Antibodies used for immunofluorescence staining**

| Name of antibody                                 | Form and species of antibody       | Dilution |
|--------------------------------------------------|------------------------------------|----------|
| fibH                                             | Polyclonal antibody, rabbit source | 1:150    |
| fibL                                             | Polyclonal antibody, rabbit source | 1:150    |
| P25                                              | Polyclonal antibody, rabbit source | 1:150    |
| Ser1                                             | Polyclonal antibody, rabbit source | 1:150    |
| Ser2                                             | Polyclonal antibody, rabbit source | 1:150    |
| Ser3                                             | Polyclonal antibody, rabbit source | 1:150    |
| LOC101746180 (C5)                                | Polyclonal antibody, rabbit source | 1:150    |
| LOC101740197 (C8)                                | Polyclonal antibody, rabbit source | 1:150    |
| LOC101745308 (C3)                                | Polyclonal antibody, rabbit source | 1:150    |
| Btl (C9)                                         | Polyclonal antibody, rabbit source | 1:150    |
| Anti-rat IgG (H+L), (Alexa Fluor® 555 Conjugate) | CST, #4417                         | 1:150    |
| Normal Rabbit IgG                                | CST, #2729                         | 1:150    |

The polyclonal antibodies used in this manuscript are commercial antibodies synthesized by Zoonbio Biotechnology Co., Ltd., which is located in Nanjing, Jiangsu Province, China (homepage: <http://zoonbio.bioon.com.cn/>).

# Supplementary material for: A single-cell transcriptomic atlas characterizes the silk-producing organ in the silkworm
**Source:** Nat Commun. 2022 Jun 9;13:3316. doi: 10.1038/s41467-022-31003-1
**Supplement:** Supplementary file 3 — Description for Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** All marker genes for each cluster.

**File Name:** Supplementary Data 2

**Description:** Top 5 marker genes for each cluster.

**File Name:** Supplementary Data 3

**Description:** Specific marker genes for each cluster.

**File Name:** Supplementary Data 4

**Description:** Representative terms enriched in each cluster and subcluster analysis of Clusters 2, 6, 9 and 10.

**File Name:** Supplementary Data 5

**Description:** The pseudotime heatmap gene module of the top 10 genes in each cluster in the SG.

**File Name:** Supplementary Data 6

**Description:** All switching genes detected in ASG cells.

**File Name:** Supplementary Data 7

**Description:** All switching genes detected in MSG cells.

**File Name:** Supplementary Data 8

**Description:** All switching genes detected in PSG cells.

**File Name:** Supplementary Data 9

**Description:** Representative switching genes detected in the SG.

**File Name:** Supplementary Data 10

**Description:** Trajectory along the pseudotime progression of representative genes in SG cells.

**File Name:** Supplementary Data 11

**Description:** Representative marker genes regulating the development of SGs.

**File Name:** Supplementary Data 12

**Description:** Enrichment analysis of representative marker genes.

**File Name:** Supplementary Data 13

**Description:** Normalized data grouped by cluster.

**File Name:** Supplementary Data 14

**Description:** Representative GO terms for SPSs, ERSSs, and SPCs.

**File Name:** Supplementary Data 15

**Description:** Top 20 KEGG pathways for FPSs, DRRs, and FPCs.

**File Name:** Supplementary Data 16

**Description:** Detailed information of gene annotations.

**File Name:** Supplementary Software 1

**Description:** Single-cell RNA-seq analysis of SG\_code

**File Name:** Source Data

**Description:** Source data of Fig. 3a and Fig. 6b

How the deposited data were processed for this re-analysis (not part of the article)

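Single-cell RNA sequencing of dissociated silk glands was available for 3 stages, E8D, 1L1D and 1LM, with 1 library per stage made from about 2000 pooled glands. The authors made the deposited counts with Cell Ranger 3.1.0, which aligned reads with STAR to the assembly ASM15162v1, kept barcodes as cells, and counted UMIs per gene and barcode. The values are whole UMI counts without normalization, which was checked on each table. The paper's methods also mention reads downsampled to aggregate the samples, while the deposited tables are the 3 single libraries. The downsampling was not repeated, so differences from the paper's values may also come from this step. The 1L1D table holds exactly 6000 barcodes. The lowest number of UMIs of a barcode was 500 at E8D, 1104 at 1L1D, and 816 at 1LM.

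For each library, barcodes were removed whose ratio of UMIs to detected genes lay more than 2 SD from the library's mean or whose UMIs came from the 13 mitochondrial genes by more than 30%. This left 6878383, 18546139, and 13120838 UMIs in kept cells. Counts were divided by the UMIs of the cell, multiplied by 10000 and log-transformed after adding 1. On 2000 variable genes chosen by dispersion, 30 principal components of cosine-scaled cells were computed, and the libraries were joined in the order E8D, 1L1D, 1LM by mutual nearest neighbours with 20 neighbours, after the method of fastMNN. Cells were clustered by Leiden on a graph of shared neighbours among 20 neighbours, at resolution 0.8 with seed 1.

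A cluster was named for the cell type whose markers had the highest median log2 ratio of CPM over all other cells. The name required a median of at least 2-fold, at least 3 markers detected, a median depth of at least 1 in 3 of the library's, and no larger number of markers of another region among the 10 leading genes. The markers were those of Supplementary Data 2 and those the text names, without the silk protein genes, and were chosen before the counts were seen. The naming thresholds were set after the count tables were opened and before any clustering result of this procedure was seen, though the libraries had once been clustered with and without batch correction in a first look. For sub-clusters, cells of a type and stage were clustered again on 10 principal components without batch correction and without the genes compared, at the lowest resolution in steps of 0.05 that split them.

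UMIs of a gene were summed over a group of cells and divided by all UMIs of the group to give CPM. For fibH and the sum of the 3 fibroin genes, the row FIBH was used without the further row FIBH-2, so these are partial counts. No test between stages was made, since a single library per stage gives no measure of variation between samples, and cells of a library are not replicates. Ratios against a count of 0 are lower or upper bounds computed with 3 counts, and no ratio is given where both counts are 3 or fewer. Shares of cells with a UMI were computed on all cells and after thinning every cell to 1000 UMIs, with shallower cells left out. The median log2 ratio of 11 ecdysone response genes was set against 10000 lists drawn from the 100 genes nearest in mean expression to each member, with seed 1. The median depth of kept cells was 738 UMIs at E8D, 1845 at 1L1D, and 1465 at 1LM, so that thinning to 1000 UMIs left out 3418, 0, and 1743 cells. The exact interval printed with each ratio gives the precision that its counts allow. Groups of fewer than 20 cells were not compared.

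The genes reported are those that the paper's results or discussion names and that matched a gene of the tables by identifier, by the supplementary tables or by the reference, those of Supplementary Data 2, and, for each pair of stages, the 5 genes with the highest and the 5 with the lowest log2 ratio over all cells among genes with at least 100 UMIs in at least 1 of the 2 libraries, ranked with 3 counts in place of any smaller count. In all, 144 named genes were matched. Ser4, yki, BmASSCP2, BGIBMGA011721, and Ras could not be assigned to 1 gene and were left out. Biotypes came from the RefSeq gene table of the later assembly ASM3026992v2, matched by gene.

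The alternatives changed 1 choice at a time: limits and form of the quality filters, batch correction, resolution 0.4 or 1.6, 1000 variable genes with 15 principal components, silk protein genes left out of the clustering, naming by correlation with Supplementary Data 13, doublets removed (50 neighbours among simulated doublets, 0.8% of cells per 1000 cells), all deposited barcodes, CPM without the silk protein or mitochondrial genes, edgeR TMM factors, DESeq2 size factors, the mean over cells of counts per 10000, genes with at least 10 counts in both groups, and 500 or 2000 UMIs for thinning. Of Supplementary Data 13, 1999 rows were at hand. Other supplementary tables may also have been held in part, so the genes taken from Supplementary Data 4 may not be its full list. Pseudotime, gene switches, RNA velocity, enrichment of gene sets, and the reported qRT-PCR and immunofluorescence were not computed again. The deposited tables hold counts only, without the reads that RNA velocity needs and without qRT-PCR values or images. For pseudotime, gene switches, and enrichment, the paper states methods and settings, but these were not run on the rebuilt clusters.

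The procedure was tested on simulated data. Of 200 changed genes all were called with the right sign, no unchanged gene was called, and 95.5% of the intervals held the true ratio. The counts were drawn from the counting model that the intervals assume, for well-counted genes changed by more than 2-fold. These values therefore check the code and not how the intervals hold in real data. Simulated cells of 4 types in 3 libraries came out as 4 clusters when the libraries were joined and as 12 when not. Each type was present in each library in equal number. Fewer genes and components and a lower resolution were used than for the data. How joining treats types that a library lacks was thus not tested. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.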

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

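The tests of the removed barcodes were chosen before their results were seen, but the look at Ser1, Ser2, and the fibroin genes apart came after; for the single genes no test was run.

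The filter on the ratio of UMIs to genes removed 196, 370, and 381 barcodes, and these held 43.9% of all UMIs at E8D, 37.7% at 1L1D, and 20.8% at 1LM, a large signal in data that the filtered cells leave out. 1 technical explanation is 2 or more cells under a barcode. The median number of genes of removed barcodes was 9.46 times that of the other barcodes at E8D, 6.23 times at 1L1D, and 2.26 times at 1LM. The filter itself picks barcodes with many UMIs, 32.0, 19.9, and 5.47 times the median of the others, so more genes would be found either way, and although the value set beforehand was reached, doublets and large single cells cannot be told apart by it. A biological explanation is single cells with much silk gene RNA. The share of UMIs from silk protein genes in removed barcodes was 2.78 times that in the others at 1L1D, which is consistent with such cells at that stage, though Ser1 was lower there, at 483 against 665 CPM. It was 0.781 times at 1LM, which argues against it there, as neither the fibroin genes nor Ser1 or Ser2 reached 1.5 times. At E8D it was 0.814 times, but the sum follows the fibroin genes, while Ser1 had 243 against 75.1 CPM and Ser2 52.4 against 33.4, so such cells stay open at that stage. Polyploid cells with much RNA of other genes stay open as untested.

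In each library, the most abundant gene outside those the paper names, the naming markers, and the mitochondrial genes was looked at, 3 genes that the reference classes as lncRNA. LOC101745133 held 5.85% of the UMIs of kept cells at E8D and was among the 10 leading genes of the ERSS-like cluster. Its level was 58485 CPM at E8D, 92.6 at 1L1D, and 242 at 1LM. LOC101736020 held 8.25% at 1L1D, with 770, 82472, and 1648 CPM at the 3 stages. LOC101737054 held 2.16% at 1LM, with 6600, 24030, and 21611 CPM, and was among the leading genes of the larger SPS-like cluster. Others were not followed up, such as LOC101745164 with 2.52% at E8D and LOC101736156 with 3.49% at 1L1D. Reads shared between similar genes and errors of the gene models were not tested, since no reads or genome were at hand. Stage and library are confounded, so a difference between the libraries and a biological difference between the stages stay open, and no biological explanation was tested.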

How the results depend on the processing

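The comparisons, the naming markers, and the alternatives were set before the data were examined. The thresholds for naming a cluster were set later, with the count tables open and after a first clustering with and without batch correction, but before the clusters they name were seen. 4 alternatives were chosen after seeing the data: fibroin genes added to the FPS markers, FPC-like cells left out of the PSG-like class, the fibroin-led cluster 5 added to it, and cell types compared with the other cells of all 3 libraries. No paired analysis was possible because each stage has a single library. A result counts as moved here where it left the 95% interval of the reported value, which covers counting error and is narrow at many UMIs, or for a number of kept cells where it changed by more than 1.5 times. The cause was not tested for any change below unless stated.

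With a limit of 20% mitochondrial UMIs, 2842 cells were kept at 1L1D. The other 3 forms of the quality filter left the number of kept cells of each stage within 1.5 times of that reported.

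The share of PSG-like cells depended most on clustering and naming. It was 57.0% at E8D, 28.8% at 1L1D, and 56.7% at 1LM on 1000 variable genes and 15 principal components, 47.1%, 32.5%, and 57.8% with the silk protein genes left out of the clustering, 38.9%, 35.4%, and 55.4% with clusters named by correlation with Supplementary Data 13, and 6.70%, 27.7%, and 54.8% with fibroin genes added to the FPS markers. At E8D and 1L1D, it was 53.0% and 17.5% at resolution 1.6, 49.6% and 19.4% with doublets removed, and 51.7% and 0% without batch correction. With all deposited barcodes, it was 16.9% at 1L1D and 43.0% at 1LM. Resolution 0.4 left all 3 shares within their intervals. The share was lowest at 1L1D in each of these but the clustering with fibroin genes added to the FPS markers.

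The fall of the fibroin genes in PSG-like cells from 1L1D to 1LM kept its direction and stayed over 2-fold in each alternative that gave a value. Their log2 ratio was -2.14 on 1000 variable genes and 15 principal components, -1.85 with the silk protein genes left out of the clustering, -1.46 at resolution 1.6, -2.32 with doublets removed, -1.64 with all deposited barcodes, -2.11 with fibroin genes added to the FPS markers, -1.29 without FPC-like cells, and -2.0003 with cluster 5 included. Without batch correction, no PSG-like cell was left at 1L1D and no ratio could be given. Under other scaling, the ratio in PSG-like cells and in all cells was -2.65 and -1.21 without the silk protein genes in the totals, -2.51 and -1.25 without the mitochondrial genes, -3.62 and -2.29 with edgeR TMM factors, -3.64 and -2.34 with DESeq2 size factors, and -1.58 and -1.24 as a mean over cells, where each cell weighs the same whatever its depth. In all cells it was -1.15 with doublets removed and -1.95 with all deposited barcodes.

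The median log2 ratio of the ecdysone response genes stayed above 0 and over 2-fold in each alternative run, with 1.94 under edgeR TMM factors, 1.89 under DESeq2 size factors, and 3.55 as a mean over cells. Single members did not all hold: Hr39 over all cells reversed to -0.042 with DESeq2 size factors.

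The median genes per cell followed the number of UMIs, by construction: 268, 446, and 682 unthinned, 206, 193, and 317 at 500 UMIs, and 604.5, 490.5, and 825 at 2000. With the silk and mitochondrial genes left out before thinning, they were 369, 338, and 550, and with all deposited barcodes 284 at 1L1D and 521 at 1LM. 1LM was above 1L1D in each.

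In the alternatives set beforehand, 9 ratios that were at least 2-fold with an interval leaving out 0 changed sign. Ser1 in PSG-like cells from E8D to 1L1D had -0.32 on 1000 variable genes and 15 principal components. With all deposited barcodes, Ser1 in MSG-like cells from 1L1D to 1LM had 1.18, Ser1 in MSG-like against other cells -3.72 at E8D, -3.03 at 1L1D, and -0.13 at 1LM, Ser1 in SPS-like cells -1.94 at 1L1D and -1.28 at 1LM, and fibH in PSG-like cells -0.043 at 1L1D. Hr39 is given above. Ratios short of 2-fold whose interval left out 0 changed sign as well, 12 with edgeR TMM factors, 12 with DESeq2 size factors, 7 with all deposited barcodes, 5 on 1000 variable genes and 15 principal components, and fewer in other alternatives. Among them were fibL in MSG-like cells from 1L1D to 1LM, at 0.49 with all deposited barcodes, and CPH4 in ASG-like cells from E8D to 1L1D, at 0.33 with edgeR TMM factors.

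Of the other results, mostly single genes, 131 of 340 moved on 1000 variable genes and 15 principal components, 192 of 351 with all deposited barcodes, 97 of 340 with the silk protein genes left out of the clustering, 90 of 293 without batch correction, 90 of 339 at resolution 1.6, 84 of 340 with doublets removed, and 4 of 340 at resolution 0.4. Between scalings, 126 of 165 moved with edgeR TMM factors, 120 with DESeq2 size factors, 31 without the silk protein genes, 29 without the mitochondrial genes, and 80 of 155 as a mean over cells. With clusters named by correlation with Supplementary Data 13, 8 of 39 moved, and with fibroin genes added to the FPS markers 6 of 39. The shares of cells with a UMI moved in 12 of 12 at 500 UMIs, 10 at 2000, and 10 unthinned. The ratios that were at least 2-fold with an interval leaving out 0 all kept their direction apart from those named here. They fell short of this limit in 20 of 133 with edgeR TMM factors, 20 with DESeq2 size factors, 11 of 181 on 1000 variable genes and 15 principal components, 16 with all deposited barcodes, 7 with the silk protein genes left out of the clustering, 6 at resolution 1.6, 4 of 154 without batch correction, and 2 with doublets removed, reversals included. A mean over cells has no such interval and makes no calls. A minimum of 10 counts in both groups changed no value, by construction, and left out genes with fewer.

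Against the other cells of all 3 libraries, which lets differences between libraries into the ratio, 106 of 129 ratios moved and 8 changed sign among those at least 2-fold: at E8D, Ser2 in MSG-like cells (-5.24), fibL and P25 in PSG-like cells (-1.16 and -1.39) and in FPS-like cells (-1.35 and -1.51), at 1L1D, Fkbp46 in SPS-like cells (-0.44), and at 1LM, Ser2 in ECR- and FPC-like cells (0.18 and 0.14). Of 46 such ratios, 15 changed sign or fell short, and 19 of the smaller ones changed sign. Without the FPC-like cells, 5 of 9 ratios of PSG-like to other cells moved, and fibH and fibL at 1L1D fell short of 2-fold, at 0.458 and 0.647.

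Depth limits the sparse genes, such as Awh, hth, Hr38, SGF3, and sav, whose intervals span several fold, and the thinned shares at E8D, where 3418 of 4880 cells hold under 1000 UMIs.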

Differences from the paper's values

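The alternatives named here were set before the data were examined, except the fibroin genes added to the FPS markers and the comparison with the cells of all 3 libraries, which were chosen after the values were seen. The paper's shares are over the cells it kept, 14972 in all, and those here over 4880, 4339, and 7125 kept cells of the 3 stages.

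SPS-like cells at E8D made up 7.81% of cells against the paper's 14.27%, and none of the alternatives closed the gap. ERSS-like cells at E8D made up 42.2% against the paper's 23.07%; the share was 27.0% at resolution 1.6, 24.7% on 1000 variable genes and 15 principal components, 30.2% with doublets removed, and 24.6% with all deposited barcodes, all within 1.5 times of the paper's, while no batch correction, resolution 0.4, silk protein genes left out, and naming by Supplementary Data 13 were not.

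FPS-like cells at 1L1D made up 7.77% against the paper's 35.34%, and at 1LM 0.632% against the paper's 11.38%. On 1000 variable genes and 15 principal components the shares were 24.0% and 8.52%, with the silk protein genes left out of the clustering 25.7% and 7.92%, and with naming by Supplementary Data 13 31.4% and 11.4%, each within 1.5 times of the paper's. So were 23.7% and 10.8% with fibroin genes added to the FPS markers, an alternative chosen after seeing the values. The other alternatives did not close the gap.

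TR-like cells at 1L1D made up 13.3% against the paper's 8.37%, with 5.81% on 1000 variable genes and 15 principal components and 11.0% with all deposited barcodes within 1.5 times of it and the other alternatives not. CM-like cells at 1LM made up 3.12% against the paper's 7.75%, with 10.2% with all deposited barcodes and 10.4% with naming by Supplementary Data 13 within 1.5 times of it and the other alternatives not.

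Supplementary Data 13 gives the mean over cells of the natural logarithm of 1 plus counts per 10000. For fibH in FPS-like cells it was 1.09 against the paper's 3.12084, with 2.45 on 1000 variable genes and 15 principal components, 2.75 with the silk protein genes left out, and 3.34 with naming by Supplementary Data 13 within 1.5 times of it and the other alternatives not. For fibH in ERSS-like cells it was 0.440 against the paper's 0.186063, and only 1000 variable genes and 15 principal components, with 0.133, came within 1.5 times. For Ser1 in TR-like cells it was 0.0827 against the paper's 0.237645, and none of the alternatives closed the gap.

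The paper places FPC and SPC cells at 1LM, while 62 FPC-like and 69 SPC-like cells were found at 1L1D, and it has ERSS cells gone at 1L1D, where 2.93% of the cells were ERSS-like. Without batch correction, none of the cells at 1L1D were FPC-, SPC-, or ERSS-like. The ERSS naming marker LOC101740733 had 3 UMIs over all kept cells of 1L1D. The paper places the fibroin genes in a single sub-cluster of C2, while the 2 sub-clusters of DRR-like cells had 26287 and 24561 CPM; the log2 ratio of fibroin genes between sub-clusters passed 2-fold with all deposited barcodes, at resolution 1.6, and on 1000 variable genes and 15 principal components, at 1.72, 1.61, and 1.08 for fibroin genes. It lists 4 serpin genes in the same sub-cluster of C9, while serpin-10 and serpin-32 had opposite log2 ratios between the sub-clusters, 1.67 and -1.25; the 4 serpin genes summed passed 2-fold on 1000 variable genes and 15 principal components, at 1.20.

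The ratios here are to the other cells of the same library, while the paper called its markers over the 3 libraries. Of 8 genes that the paper lists as high in SPC cells and that could be matched, Br-c and Hr39 were at least 2-fold higher in SPC-like cells than in the other cells of 1LM, Ftz-f1, Hr4, and E2F1 were higher by less, Diap1 was level, at 0.03, and E75 and Hr3 were lower, at -0.32 and -0.35. Against the cells of all 3 libraries, Hr3, Hr4, Ftz-f1, and E2F1 passed 2-fold, at 1.17, 1.56, 2.07, and 1.49, so for these the difference from the paper depends on the reference, while E75 and Diap1 did not, at 0.48 and 0.35. The paper gives CycG as high in DRR, ECR, FPC, and SPC cells, where its log2 ratios to other cells did not exceed 0.34; no alternative brought CycG past 2-fold there, and against all 3 libraries it reached at most 0.95. It gives sage as high in ERSS cells, where the log2 ratio was 0.30, and 1.20 for sage without batch correction and 0.45 against all 3 libraries. The paper gives LOC101744399 as abundant in LSF and TR cells, and its log2 ratio in LSF-like cells was 0.39, reaching 2.38 for LOC101744399 at resolution 1.6, 2.16 on 1000 variable genes and 15 principal components, and 1.02 against all 3 libraries. The paper groups CPH19 with CPG6 and CPH4 in its first modules, while from 1L1D to 1LM CPH19 had 7.67 and the other 2 had -6.00 and -5.35.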

Other observations

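The test of fibroin UMIs per cell was chosen after the result was seen; the other tests below were set before.

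Fibroin UMIs were found in types of every region class. If free RNA of the suspension were the cause, the fibroin CPM was predicted to differ by under 2-fold between types outside the PSG-like class. It differed 26.6-fold at E8D, 59.3-fold at 1L1D, and 2.37-fold at 1LM, over the value set beforehand, but CPM falls with the depth of a cell while free RNA adds a like number of UMIs to each droplet, so these values decide nothing. The fibroin UMIs per cell differed 3.24-fold at E8D and 3.81-fold at 1L1D, which argues against free RNA at a like number of UMIs per droplet as the whole cause at these stages. At 1LM they differed 1.19-fold, between 19.1 in SPS-like and 22.8 in LSF-like cells. Free RNA may therefore account for the fibroin UMIs of ASG- and MSG-like cells at 1LM, as a hypothesis found and tested on the same data; low expression in all types stays open.

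More genes per cell were found at 1LM than at 1L1D. At 1000 UMIs per cell the median was higher at 1LM by 228 genes, which argues against depth as the cause, and by 212 genes with silk and mitochondrial genes left out, which argues against these genes as the cause. Other abundant genes at 1L1D, damaged cells, a difference between the libraries, and a biological difference between the stages stay open.

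The ecdysone response genes were higher at 1LM than at 1L1D. With the silk protein genes left out of the totals, the median log2 ratio was 3.02, which argues against the share taken by silk genes as the cause. The median of all genes moved the same way, by 1.27, so part of the rise is shared by all genes; with edgeR TMM factors the median of the list was 1.94. A difference between the libraries and the biological difference between larvae that spin and larvae that molt stay open.

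The barcodes that the filter on UMIs per gene removed held 63.5% of the fibroin UMIs at 1L1D, against 36.8% at E8D and 18.0% at 1LM. For Ser1 the shares were 71.7%, 30.6%, and 24.6% at E8D, 1L1D, and 1LM, and for Ser2 55.0%, 41.9%, and 14.2%.

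Over all kept cells, the 5 highest log2 ratios of 1L1D over E8D were LOC101740888 (8.87), LOC101739819 (at least 8.75), AK (at least 8.72), serpin-18 (9.27), and LOC101741350 (8.12), and the 5 lowest LOC101740733 (-12.06), LOC101745332 (-10.79), LOC101745164 (-10.58), LOC101738479 (-9.50), and LOC101745133 (-9.30). For 1LM over 1L1D, the highest were LOC101741954 (12.64), LOC101746589 (13.16), LOC101741384 (at least 12.46), CTL4 (12.11), and LOC101745570 (12.48), and the lowest LOC101745614 (-8.35), LOC101736292 (-7.52), LOC101742671 (-7.48), LOC105841947 (-7.40), and CPH15 (-8.93). For 1LM over E8D, the highest were LOC101741954 (at least 11.21), LOC101746589 (11.14), LOC101741384 (at least 11.02), serpin-18 (11.28), and CPG9 (at least 10.66), and the lowest LOC101740733 (at most -11.56), LOC101745164 (-10.40), LOC101743112 (at most -10.15), LOC105842474 (-11.34), and LOC101745332 (-9.73). LOC101741350, LOC101740733, LOC101745332, LOC101741954, LOC101745614, LOC101736292, LOC101742671, LOC105841947, LOC101743112, and LOC105842474 among these were naming markers. The median log2 ratio of all genes for 1L1D over E8D was -0.19.

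The lncRNA share of the UMIs was 17.8% (17.8 to 17.9), 10.2% (10.1 to 10.2), and 6.46% (6.43 to 6.49) in MSG-like cells and 2.67% (2.63 to 2.70), 17.3% (17.3 to 17.4), and 1.78% (1.77 to 1.80) in ASG-like cells at the 3 stages. Few genes, named with the shares of PSG-like cells, hold most of the lncRNA UMIs of each library.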
